# Transcriptome Analyses Throughout Chili Pepper Fruit Development Reveal Novel Insights into the Domestication Process

**DOI:** 10.3390/plants10030585

**Published:** 2021-03-19

**Authors:** Octavio Martínez, Magda L. Arce-Rodríguez, Fernando Hernández-Godínez, Christian Escoto-Sandoval, Felipe Cervantes-Hernández, Corina Hayano-Kanashiro, José J. Ordaz-Ortiz, M. Humberto Reyes-Valdés, Fernando G. Razo-Mendivil, Ana Garcés-Claver, Neftalí Ochoa-Alejo

**Keywords:** capsicum, fruit, gene expression, transcriptome, RNA-Seq, domestication

## Abstract

Chili pepper (*Capsicum* spp.) is an important crop, as well as a model for fruit development studies and domestication. Here, we performed a time-course experiment to estimate standardized gene expression profiles with respect to fruit development for six domesticated and four wild chili pepper ancestors. We sampled the transcriptomes every 10 days from flowering to fruit maturity, and found that the mean standardized expression profiles for domesticated and wild accessions significantly differed. The mean standardized expression was higher and peaked earlier for domesticated vs. wild genotypes, particularly for genes involved in the cell cycle that ultimately control fruit size. We postulate that these gene expression changes are driven by selection pressures during domestication and show a robust network of cell cycle genes with a time shift in expression, which explains some of the differences between domesticated and wild phenotypes.

## 1. Introduction

Chili peppers of the genus *Capsicum* and the Solanaceae family are native to the American continent. Of the approximately 30 chili pepper species, five have been domesticated: *C. annuum* L., *C. frutescens* L., *C. baccatum L.*, *C. chinense* Jacq. and *C. pubescens* Ruiz and Pav [1]. Among these species, *C. annuum* is the most important worldwide as a vegetable and spice crop, and production of this type of chili pepper has been steadily increasing in terms of both area harvested and yield [2]. In addition to their economic importance, chili peppers are a source of antioxidants, such as flavonoids, phenolic acids, carotenoids, and vitamins [3,4], as well as a plant model for studying the genetic and biochemical basis for the synthesis of these compounds [5,6,7]. Capsaicinoids, which are synthesized only in *Capsicum* species, impart pungency to chili peppers and are a focus of active research [8,9,10]. Furthermore, differential expression analysis during chili pepper fruit development allowed the identification of regulatory and biosynthetic genes related to different metabolic processes during fruit development and ripening, including fruit softening, pigmentation, ripening time, and metabolite accumulation [11,12,13].

Chili peppers were domesticated from an ancestral variety, *Capsicum annuum* L. var. *glabriusculum*, locally known as “piquín” or “chiltepín” [14] in northeastern Mexico and/or central-east Mexico [15]. The oldest chili pepper macroremains date to around the time of their first cultivation or domestication in the mid-Holocene, 9000–7000 before present (BP) [15,16]. The exact time of chili pepper domestication is a subject of debate [17], as starch microfossils of domesticated *Capsicum* dating from 6000 BP have been found at seven sites [18], and there is evidence indicating that the fruit size of domesticated genotypes has increased considerably in the last 1500–1000 years BP [17]. The larger fruit size in domesticated compared with wild ancestors is part of the “domestication syndrome” [19].

Domestication, which involves breeding and selection of wild ancestral forms to modify phenotypes for human use, is not only a key achievement of modern civilization [20], but also provides a unique opportunity to identify the genetic basis of adaptation [21]. Examples of studies of plant domestication include maize [22,23,24,25], common bean [26,27], tomato [28,29,30,31], and *Capsicum* [32,33,34,35]. The *Capsicum* genome (≈3.5 Gb) has been sequenced and annotated [36,37]; currently, there are nine genomic assemblies available from the NCBI (https://www.ncbi.nlm.nih.gov/genome/?term=Capsicum accessed on: 17 March 2021), and further sequencing of different genotypes has been reported [38,39]. In particular, the authors of [36] provided insights in order to evaluate the adaptive landscape of cultivated peppers [40] and reported a set of 511 genes that have a strong genomic domestication footprint. On the other hand, using allele-specific expression and network analyses from one domesticated and one wild chili pepper accession, as well as their $F_{1}$ cross, at 40 days after anthesis (DAA), the authors of [41] proposed that gene expression differences associated with the cultivated form could be explained by *cis*-regulatory hubs acting through *trans*-regulatory cascades.

To study the divergence caused by domestication in gene expression profiles during chili pepper fruit development, we examined fruit transcriptomes of six domesticated and four wild accessions using RNA sequencing (RNA-Seq) every 10 days from anthesis until fruiting at 60 days after anthesis (DAA). Our data show that there are significant differences in the mean expression profiles of domesticated and wild accessions that affect a set of interrelated biological processes, particularly the cell cycle. We postulate that such differences in expression profiles could partially explain the large differences in fruit sizes between domesticated and wild chili pepper varieties.

## 2. Results

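Flowers (0 DAA) and whole fruits of chili pepper were profiled by RNA-Seq in 6 domesticated (D) and 4 wild (W) accessions of Capsicum annuum, named here by the keys of Table 1. The D accessions AS, CM, CW, JE, ST and ZU and the wild piquín accessions CO, QU, SR and SY were sampled every 10 days from anthesis to 60 days after anthesis (DAA), with 2 libraries per accession and time. This gave 84 D and 56 W libraries, and the late-maturing accessions AS, CW and JE added 8 libraries taken at 70 or 80 DAA. Each library was made from flowers or fruits of 2 to 6 plants, and the paper describes the 2 libraries of a time as separate biological samples. Total counts per library were 11,593,816 to 23,861,165 in D (median 16,590,246), 10,332,232 to 20,158,467 in W (median 16,129,584) and 15,009,954 to 23,493,213 in the 8 later libraries (median 16,975,380). The sequencing provider filtered the paired-end reads, mapped them to the CM334 v1.6 genome and counted them over 35,883 genes, and the submitters' processing notes name TopHat2 2.0.12. The gene models used for counting hold coding exons only. The deposited values are raw counts per gene and library. From these, counts scaled to a common library total (CPM) were computed with the total count of each library and averaged over the replicates, and the means of a gene at the 7 times in an accession were centred and divided by their SD to give its SEP. The accession was the unit where means over genes were compared between D and W. For single genes, the summed counts of each accession at each time were an observation. Means over genes were compared with an exact permutation test over the 210 splits of the 10 accessions into groups of 6 and 4, and single genes with edgeR's quasi-likelihood test with TMM factors on counts summed over replicates. Gene names come from the first 644 of the 22,413 rows of the paper's gene table (Supplementary SG), and the 523 of these genes that have a description were examined by name. The filter on low counts, the scaling of the libraries, the treatment of times that do not differ and the accessions included are the choices that could change the numbers. Over genes that are on or off by accession, 146 of 148 libraries matched their labelled accession best. The exceptions were replicate 2 of SR at 60 DAA, closest to SY, and replicate 2 of SY at 0 DAA, closest to QU. Across genes, which are not independent replicates, the replicates of ST correlated at 0.898 at 10 DAA and 0.897 at 20 DAA, against a median of 0.978 over the 74 pairs of replicates.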

We constructed and analyzed biological replicates of RNA-Seq libraries from 10 accessions (six domesticated (D) and four wild (W)), sampling every 10 DAA until maturity (see Materials and Methods and Supplementary S-1). Table 1 shows the accession, type, key, and time at which full maturity was reached in DAA.

A total of 22,427 genes, representing approximately 64% of the genes annotated in the *Capsicum* genome, were consistently expressed during fruit development in all of the accessions analyzed.

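In flowers and fruits of the 10 accessions, 23,928 of the annotated genes (66.7%) had a raw count above 0 in at least 2 libraries of every accession. With a count above 0 in both replicates of at least 1 time in every accession, 22,427 genes (62.5%) were kept, and with a count above 0 in any 2 of the 140 libraries, 31,777 genes (88.6%). The most abundant transcript with a description at 60 DAA came from a gene for a light-induced chloroplast protein (CA.PGAv.1.6.scaffold1014.51), which lies on chromosome 2 of CM334 v1.6 from 148979234 to 148981110. It took 0.051% of the counts at 10 DAA and 2.44% at 60 DAA, averaged over the 10 accessions. The 10 most abundant genes of a library held 3.46% ± 0.52 (SD, n = 6 accessions) of the counts in D and 3.99% ± 0.44 (SD, n = 4) in W at 0 DAA. In W this share was highest at 40 DAA, at 15.2% ± 3.45 (SD, n = 4), with 8.60% at 60 DAA, and in D at 60 DAA, at 10.6% ± 1.82 (SD, n = 6). The main comparisons of D with W below start from the 23,928 genes, and alternatives with another filter on low counts cover other sets.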

Gene expression varies by orders of magnitude [42], making it essential to perform data normalization [43], while differential gene expression allows one to contrast the relative expression of each gene under different conditions [44]. However, our aim was to evaluate changes throughout the time of fruit development, i.e., changes in gene expression profiles. With this purpose, we improved the method in [7] and defined the “standardized expression profile” (SEP), which is a seven-dimensional vector formed by the means of expression at each time point (0, 10, 20, 30, 40, 50, and 60 DAA), and it has a mean of 0 and standard deviation of 1 (see Materials and Methods and Supplementary S-2). The use of SEPs allows statistical comparisons between genes—or groups of genes—to be made independently of the relative gene expression of each gene.

For each gene within each accession, we estimated SEPs and analyzed differences between the D and W genotypes. Gene expression changes in times larger than 60 DAA in the late-maturing accessions (Ancho San Luis (AS), California Wonder (CW), and Jalapeño Espinalteco (JE)) were analyzed separately.

### 2.1. Analysis of Late Maturing Times

As seen in the “Maturity (DAA)” column in Table 1, three D accessions—AS, CW, and JE—take more than 60 DAA to reach the fully ripe fruit state; 70 DAA for CW and JE and 80 DAA for AS.

The precise time alignment of the last phenological states in all accessions is questionable; thus, we decided to perform a full analysis of seven time points that were uniformly sampled in all accessions (0,10,20,⋯,60 DAA) with the SEP methodology and to independently evaluate gene expression changes in late stages in these three accessions. With this aim, we performed contrasts between the times 60 and 70 in CW and JE, as well as 60 and 70 plus 70 and 80 in AS. Only 633 (2.82%) genes in total were differentially expressed in one or more of the tests performed in these contrasts, with a false discovery rate (FDR) threshold of 0.01 [45].

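Most genes called in fruits older than 60 DAA were lower at the later time. In AS, 239 genes fell and 2 rose from 70 to 80 DAA at an adjusted p under 0.01 from edgeR's quasi-likelihood test. In CW, 4 genes fell from 60 to 70 DAA, and in JE 1 gene fell. With DESeq2 more genes also fell than rose, but less one-sidedly. It called 872 lower and 255 higher in AS from 70 to 80 DAA, 233 and 121 in CW, and 478 and 37 in JE. No gene was called in AS from 60 to 70 DAA by edgeR, where 754 genes had an unadjusted p under 0.05, DESeq2 called 14 and edgeR's exact test 2. In total 245 genes (1.02% of those tested) were called in at least 1 of the 4 contrasts. A single gene was called in 2 contrasts. It encodes a 1-aminocyclopropane-1-carboxylate (ACC) oxidase-like protein, an enzyme of the last step of ethylene synthesis (CA.PGAv.1.6.scaffold1014.55, chromosome 2 of CM334 v1.6, 149050768 to 149052111). Its log2 change was -4.04 in CW (standard error 0.41, adjusted p = 0.0078 from edgeR, n = 2 replicates per time) and -5.49 in AS from 70 to 80 DAA (standard error 0.86, adjusted p = 0.0043 from edgeR). In JE the value was -5.29 (adjusted p = 0.019 from edgeR), which does not pass 0.01. Of 6 genes listed for ethylene, this gene and an AP2-like ethylene-responsive transcription factor (CA.PGAv.1.6.scaffold1008.10, chromosome 3, 275411586 to 275415791) were lower in AS at 80 DAA. The list was written before the counts were examined, but with the values in the paper's gene table rows already seen. The AP2-like gene had a log2 change of -3.37 (standard error 0.59, adjusted p = 0.0073 from edgeR), and the neighbouring gene for tubby-like protein 8 (CA.PGAv.1.6.scaffold1008.11, 275417050 to 275421948) one of -4.46 (standard error 0.74, adjusted p = 0.0055 from edgeR). The counts rest on 2 replicates per time: without replicate 1 of the late times the total was 1248 genes and without replicate 2 it was 9. DESeq2 called 1664 genes in total and edgeR's exact test 1142, and the adjusted p of the ACC oxidase-like gene ran up to 0.38 in CW and 0.053 in AS over 10 alternatives, that of the AP2-like gene to 0.078 and that of tubby-like protein 8 to 0.14.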

Moreover, by performing tests for all SEPs between the normal (Criollo de Morelos 334 (CM334) (CM), Serrano Tampiqueño 74 (ST), and Zunla-1 (ZU)) and late-maturing (AS, CW, and JE) accessions, only 37 (0.16%) of these gene expression profiles were significantly different at 0.01 FDR. In addition, the analysis of the expression profiles for the gene coding for “capsanthin/capsorubin synthase” (protein XP_016577952.1), which is expressed only in chromoplasts in late maturing states in *Capsicum* [5,46,47], showed no significant differences (p=0.24) between the normal and late-maturing accessions, implying that the analysis of SEPs from the 10 accessions using times between 0 and 60 DAA was reasonable, and would not induce a strong bias in the results. Details of these analyses are presented in Supplementary S-3.

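Within the D accessions, the cytokinesis gene for the 65-kDa microtubule-associated protein 3-like (MAP65-3, CA.PGAv.1.6.scaffold1022.2) had a different time course in the normal-maturing (CM, ST and ZU) and the late-maturing accessions (adjusted p = 0.0067, edgeR's test of the group-by-time terms, n = 3 and 3). The same test passed 0.01 for the ACC oxidase-like gene CA.PGAv.1.6.scaffold1014.55 (adjusted p = 0.0070), for the tubby-like protein 8 gene CA.PGAv.1.6.scaffold1008.11 (adjusted p = 0.0076) and for CA.PGAv.1.6.scaffold1037.4, which encodes a nitrate transporter-like protein of the NRT1/PTR family (adjusted p = 0.0029, all from edgeR). Over all genes, 203 passed by edgeR at an FDR of 0.01. A comparison of the Euclidean distances between and within the normal-maturing and late-maturing SEPs, a test of the kind named in the paper's methods, gave 47 genes at the same FDR, and none of these 4 genes was among them. Without replicate 2 of every time, edgeR called 2 genes and the distance test 5. Without AS, CM, ST or JE, edgeR called 6, 10, 47 and 65 genes, without replicate 1 it called 366, and DESeq2 called 1562.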

### 2.2. Domesticated (D) and Wild (W) Accessions Have Different Mean SEPs

To study similarities in gene expression profiles between accessions, we calculated the mean Euclidean distances between the SEPs for all 22,427 genes expressed during fruit development to generate a dendrogram (Figure 1).

The D and W accessions form two distinct cluster groups, with a mean normalized distance of 2.85 on the Y-axis (Figure 1). 

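Fruit expression profiles were least far apart between the Sonora accessions SR and SY, whose SEPs had a mean Euclidean distance of 1.64 over all expressed genes. The mean distance was 1.82 ± 0.13 (SD) within W (6 pairs), 2.17 ± 0.14 (SD) within D (15 pairs) and 2.22 ± 0.17 (SD) between D and W (24 pairs). Among D pairs the distance ranged from 1.97 (CM and ZU) to 2.42 (ST and AS). CM lay nearer to the wild CO, at 1.95, than to any D accession. Distances between D and W exceeded those within the groups by 0.155 on average (exact permutation test over 210 splits, one-sided, p = 0.019). With complete linkage, CO, QU, SR and SY joined at 2.02, CM, ST and ZU at 2.13, and the late-maturing AS, CW and JE at 2.22. The cluster of CM, ST and ZU then joined the 4 W accessions at 2.28, and the last join, at 2.48, parted AS, CW and JE from the other 7 accessions. With log2(CPM + 1) values, or only genes with a mean CPM of at least 1 in every accession, the 4 W accessions did not form a cluster of their own with complete linkage.

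**Figure D1:**
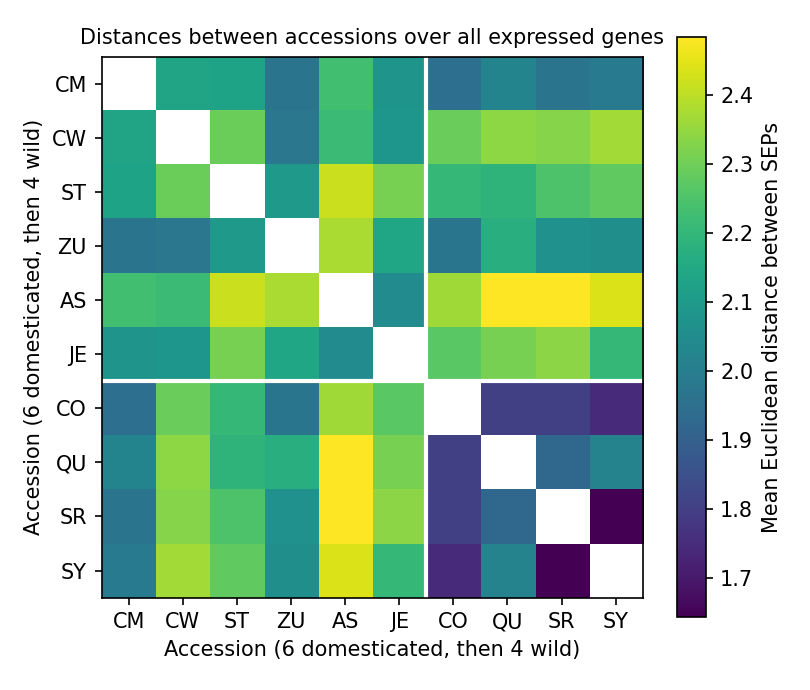
Mean Euclidean distance between the SEPs of each pair of accessions over all expressed genes, with the 6 D accessions first and the 4 W accessions last on both axes. Darker cells are smaller distances. The 6 W pairs lie between 1.64 and 2.02, and the largest values, 2.48, are those of AS with QU and SR.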

The four W accessions (in blue) form a cluster at a mean distance of 2, whereas the six D accessions form a cluster at a mean normalized distance of approximately 2.4 (Figure 1 and Supplementary S-4).

To perform statistical analyses of genes or sets of genes, we considered contrasts between two groups of accessions: 6 D (AS, CW, JE, ST, and ZU in Table 1) and 4 W (Piquín Coahuila (CO), Piquín Queretaro (QU), Piquín Sonora Red (SR), and Piquín Sonora Yellow (SY) in Table 1). In all cases, the null hypothesis was that at each time point, the mean expressions of the D and W groups were equal, whereas the alternative was that these parameters differed. A t-test was used to obtain confidence intervals (CIs) for the means and to evaluate the significance at each of the seven time points sampled. We determined the mean SEPs for different gene groups in the D and W accessions (Figure 2).

The means for the D and W groups differed significantly (continuous line in Figure 2). 

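Averaged over all expressed genes, the mean SEP of D and W accessions was not distinguishable at any of the 7 times, with adjusted p between 0.567 and 0.876 (exact permutation test, two-sided, Benjamini-Hochberg over 7 times, n = 6 D and 4 W). The genes that separate D from W by the distances of their SEPs, described further on, were higher in D flowers and young fruits. Their mean SEP at 0 DAA was 0.291 ± 0.125 (SD, n = 6) in D and -0.078 ± 0.153 (SD, n = 4) in W. At 10 DAA it was 0.598 ± 0.100 (SD, n = 6) in D and 0.118 ± 0.066 (SD, n = 4) in W, and at 60 DAA -0.522 ± 0.117 (SD, n = 6) in D and -0.180 ± 0.063 (SD, n = 4) in W. At each of these 3 times the accessions of the groups did not overlap. Because these genes were chosen for differing between the same accessions, no p is given for them.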

At the mature flower state (0 DAA), the standardized mean expression for D was much higher than for W, implying that the average transcription activity in this state is substantially larger for the D genotypes. 

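In flowers, the mean SEP over all expressed genes was 0.168 ± 0.134 (SD, n = 6) in D and 0.028 ± 0.179 (SD, n = 4) in W. The difference of 0.140 did not pass the test (exact permutation test, two-sided, p = 0.19, adjusted p = 0.667 over 7 times). All 6 D accessions lay above the lowest W accession, and 3 of them above every W accession. Of all expressed genes, 27.7% had their highest group mean SEP in the flower in D and 22.8% in W. With TMM library sizes the difference was -0.024, and with a common mean for neighbouring times that do not differ it was -0.023.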

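Between the flower and the 10 DAA fruit, the mean SEP over all expressed genes changed by 0.017 ± 0.192 (SD, n = 6) in D, rising in 3 accessions and falling in 3, and by 0.112 ± 0.154 (SD, n = 4) in W, rising in 3 and falling in 1. These changes did not differ (exact permutation test, two-sided, p = 0.414). At 10 DAA the mean SEP was 0.185 ± 0.097 (SD, n = 6) in D and 0.140 ± 0.052 (SD, n = 4) in W (exact permutation test, two-sided, p = 0.429). At 20 DAA it was 0.114 ± 0.113 (SD, n = 6) in D and 0.168 ± 0.073 (SD, n = 4) in W (exact permutation test, two-sided, p = 0.443). The highest group mean thus stood at 10 DAA in D and at 20 DAA in W, with differences smaller than the spread between accessions. Without replicate 1 the difference at 10 DAA was -0.020.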

In the interval between 0 and 10 DAA, the mean standardized expression increased for both groups, although the rate of increase was higher for D. At 10 DAA, the mean expression for D reached a peak value, but for W, the increase continued, although at a slower rate, to peak at 20 DAA. From the peak at 10 DAA, the mean expression for D decreased at different rates, and was lower at all subsequent time points. The lowest value was seen at 60 DAA. In contrast, decreases in the mean expression for W began later, occurring from 20 up to 50 DAA, and reached a minimum of −0.27, which is smaller than the minimum for the D group, −0.25, seen at 60 DAA. 

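In W fruits the mean SEP over all expressed genes was lowest at 50 DAA, at -0.288 ± 0.079 (SD, n = 4), and was -0.104 ± 0.071 (SD, n = 4) at 60 DAA. In D fruits it was -0.253 ± 0.116 (SD, n = 6) at 50 DAA and -0.259 ± 0.133 (SD, n = 6) at 60 DAA. At 60 DAA the difference D minus W was -0.155 (exact permutation test, two-sided, p = 0.081, adjusted p = 0.567 over 7 times), and no D accession lay above every W accession. At 50 DAA the difference was 0.035 (exact permutation test, two-sided, p = 0.581). With TMM library sizes the difference at 60 DAA was 0.005.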

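From 10 to 20 DAA the mean SEP over all expressed genes was lower at the later time in 5 of 6 D accessions and in 2 of 4 W accessions. The mean change was -0.071 ± 0.113 (SD, n = 6) in D and 0.028 ± 0.091 (SD, n = 4) in W, a difference of -0.099 (exact permutation test, two-sided, p = 0.219, adjusted p = 0.657 over 6 intervals). From 50 to 60 DAA all 4 W accessions had a higher value at the later time, with a mean change of 0.184 ± 0.118 (SD, n = 4), while 4 of 6 D accessions had a lower one, with a mean change of -0.006 ± 0.184 (SD, n = 6). This difference of -0.190 did not pass the test either (exact permutation test, two-sided, p = 0.119).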

The more relevant differences in the mean expression profiles between D and W were seen during the intervals 10 to 20 and 50 to 60 DAA, when the trend was inverted such that D was decreasing while W was increasing. On the other hand, less marked differences between D and W were seen between 30 and 50 DAA, when the mean standardized expression decreased nearly in parallel for both groups. 

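Mid-development fruits of D and W had close mean SEPs over all expressed genes. The value at 30 DAA was 0.100 ± 0.101 (SD, n = 6) in D and 0.087 ± 0.058 (SD, n = 4) in W, and at 40 DAA it was -0.056 ± 0.158 (SD, n = 6) in D and -0.031 ± 0.192 (SD, n = 4) in W. From 30 to 40 DAA it changed by -0.157 ± 0.214 (SD, n = 6) in D and -0.118 ± 0.189 (SD, n = 4) in W (exact permutation test of the difference, two-sided, p = 0.776). From 40 to 50 DAA it was lower at the later time in 4 of 6 D accessions and in 4 of 4 W accessions, with mean changes of -0.197 ± 0.171 (SD, n = 6) and -0.258 ± 0.152 (SD, n = 4) (exact permutation test, two-sided, p = 0.557).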

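Slightly over 50% of the expressed genes, 12,582 (52.6%), had the highest group mean SEP at the same time in D and W. The highest value came earlier in D for 6973 genes (29.1%) and later in D for 4373 genes (18.3%). More genes were highest at 10 DAA in D (27.4%) than in W (21.0%), and more at 60 DAA in W (21.9%) than in D (15.4%). Taken per accession, the mean time of the highest SEP value was 23.6 ± 1.51 DAA (SD, n = 6) in D and 27.0 ± 1.62 DAA (SD, n = 4) in W, a difference of -3.39 days (exact permutation test, two-sided, p = 0.0095). Taken from the group mean SEP of each gene, the mean times were 21.2 DAA in D and 26.2 DAA in W, a difference of -5.06 days (exact permutation test, two-sided, p = 0.0048, the smallest that 6 accessions against 4 allow). With TMM library sizes these differences were -0.842 days (p = 0.1) and -1.66 days (p = 0.052, both from the exact permutation test), and with a common mean for neighbouring times that do not differ they were -1.85 days (p = 0.029) and -0.153 days (p = 0.967, both from the exact permutation test). Without AS, CW and JE they were -4.18 days (p = 0.029) and -4.77 days (p = 0.057, both from the exact permutation test, where 3 accessions against 4 allow no p under 0.029).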

The average of the time at which the maximum expression was reached in each group was five days earlier for D than for W. All observed differences were significant (see Supplementary S-4).

### 2.3. Differences in SEPs of Individual Genes Varied between D and W

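Genes of cell division, photosynthesis and flavonoid synthesis were among the described genes whose time course differed between D and W fruits, and the groups were not tested against each other. The lists of genes used here were written before the counts were examined. The paper's p-values for these table rows had been seen by then, so the lists are not independent of these data. Of 7 genes listed for cell division and microtubules, 4 had different profiles at an adjusted p under 0.05 from edgeR's test of the group-by-time terms (4 adjusted over the list alone). Of 4 photosynthesis genes, 2 passed (3 adjusted over the list alone), among them the gene for the activase of ribulose bisphosphate carboxylase (CA.PGAv.1.6.scaffold1008.24, chromosome 3 of CM334 v1.6, 275587023 to 275597019, adjusted p = 0.00019 from edgeR). Passing genes numbered 2 of 6 for ethylene (2 adjusted over the list alone), 2 of 7 for auxin and growth regulators (4), 2 of 4 for flavonoids and anthocyanins (3), 1 of 2 for carotenoids and abscisic acid (1), 1 of 3 for heat shock (2), 1 of 8 for DNA replication and chromatin (2) and 1 of 12 for the cell wall (1). Over all expressed genes, edgeR called 3998 with different profiles, and 89 of the 523 described genes. A narrower contrast asked whether the log2 change from 10 to 30 DAA differed between D and W. It called 396 genes by edgeR at an adjusted p under 0.05, of which 287 (72.5%) fell more or rose less in D and 109 went the other way. One of the latter encodes a chloroplast glutamyl endopeptidase (CA.PGAv.1.6.scaffold100.80, chromosome 1, 196275277 to 196278434), which fell in W from 58.1 ± 10.3 CPM (SD, n = 4) at 10 DAA to 18.3 ± 4.33 CPM at 30 DAA, with a difference of D minus W in log2 change of 1.59 (standard error 0.33, adjusted p = 0.0066 from edgeR, 0.061 without SY and 4.4e-05 to 0.41 over 18 alternatives). A distance test of the kind named in the paper's methods, run here one-sided and with unequal variances on 24 distances between D and W SEPs and 21 within the groups, called 2578 genes at an FDR of 0.05, and 565 had an individual p under 2e-06. Distances that share an accession are not independent. In simulated counts with 200 changed genes, this test also called 96 unchanged ones, although differences between the accessions of a group were not simulated. Without AS, CW and JE, edgeR called 707 profiles and no shift (1721 at an unadjusted p under 0.05; DESeq2 was not run on this set), and the distance test called 1118 genes, while without SR alone edgeR called 1397 profiles and 30 shifts and without replicate 2 it called 1559 and 1.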

A total of 463 genes, representing approximately 2.06% of the total, showed significant differences between D and W, with an FDR threshold of 0.05, which, for the individual tests, corresponds to a *p* value <0.000002. The differences in expression profiles between D and W were well defined and significant; the peak of the mean expression for D occurred at 10 DAA, while the peak for W occurred later at 30 DAA. The average times of maximum expression were 11.06 DAA for D and 28.33 DAA for W, or a difference of −17.27 DAA. 

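Genes that the distance test separated were mostly highest in flowers or very young fruits in D. By group mean SEP, 46.0% of them were highest at 10 DAA and 30.4% at 0 DAA in D. In W, 22.4% were highest at 30 DAA, 20.9% at 60 DAA and 18.3% at 0 DAA. The mean time of the highest SEP value per accession was 16.5 ± 1.48 DAA (SD, n = 6) in D and 29.0 ± 1.63 DAA (SD, n = 4) in W, a difference of -12.5 days with no overlap between the groups. Taken from the group mean SEPs, the mean times were 13.4 DAA in D and 29.1 DAA in W, a difference of -15.7 days. These genes were selected for differing between the same accessions, so the difference is described here and not tested. With an individual p under 2e-06, chosen after the data were examined, the group times were 12.1 DAA in D and 31.7 DAA in W. With TMM library sizes the difference between the group times was -6.46 days (20.46 DAA in D and 26.92 DAA in W). With a common mean for neighbouring times that do not differ it was -8.08 days (11.18 and 19.26 DAA). Without AS, CW and JE the group times were 20.95 DAA in D and 36.11 DAA in W. Each setting called its own set of genes.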

Of the 463 selected genes, 36 (36/463≈0.08 or 8%) are transcription factors (TFs). This percentage is higher than that for TFs annotated in the *Capsicum* genome (1859/34,986≈0.05 or 5%). A list and description of the 463 selected genes and details of statistical analyses are presented in the Supplementary files SG and S-5, respectively.

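Genes with the highest group mean SEP at 10 DAA in D and at 30 DAA in W include those for an EBS-like protein, a B3 domain protein and growth-regulating factor 3-like. The gene for a chromatin remodeling protein EBS-like (CA.PGAv.1.6.scaffold1014.47, chromosome 2 of CM334 v1.6, 148926625 to 148932479) had 56.1 ± 14.7 CPM (SD, n = 6) at 10 DAA and 39.3 ± 6.19 CPM at 30 DAA in D, against 42.0 ± 2.06 CPM (SD, n = 4) and 52.8 ± 3.87 CPM in W. Its log2 change from 10 to 30 DAA was lower in D by 0.80 (D minus W -0.80, standard error 0.18, adjusted p = 0.010 from edgeR). A gene for a B3 domain protein, of a plant transcription factor family (At3g19184-like, CA.PGAv.1.6.scaffold1041.25), had 29.2 ± 16.6 CPM at 10 DAA in D and 5.54 ± 1.34 CPM in W, with a difference in log2 change of -2.34 (standard error 0.54, adjusted p = 0.013 from edgeR). The gene for growth-regulating factor 3-like (CA.PGAv.1.6.scaffold1039.19), of a family of growth transcription factors, had a difference of -2.54 that did not pass the test (standard error 0.82, adjusted p = 0.10 from edgeR). In all, 947 genes had this pattern. The available rows of the paper's gene table mark 17 genes with it, and all 17 were among the 947. Over these genes the mean SEP at 10 DAA was 1.34 ± 0.30 (SD, n = 6) in D and 0.310 ± 0.136 (SD, n = 4) in W, and at 30 DAA 0.299 ± 0.431 in D and 1.17 ± 0.11 in W, values that the definition itself favours. To avoid this, each accession was scored on the genes that the other 9 place in the set. In 9 of 10 accessions the mean SEP was then highest at the time of the group. The exception was ST, with 0.719 at 10 DAA and 1.16 at 30 DAA, while the 5 other D accessions had 1.15 to 1.57 at 10 DAA and 0.053 to 0.331 at 30 DAA. The held-out mean SEP at 10 DAA minus that at 30 DAA was higher in D than in W (exact permutation test, two-sided, p = 0.0095). This test permuted the finished scores, whose genes were chosen with the real D and W labels. Its p therefore does not show how other groupings would do. With genes chosen anew in each of 210 splits, 5 splits, the real one included, had at least 947 genes with the pattern. The highest count of another split was 1295. With a common mean for neighbouring times that do not differ, 257 genes had the pattern, and with 4 of 6 D and 3 of 4 W accessions each highest at these times, 334. Without SR the adjusted p of the shift was 0.096 for the EBS-like gene and 0.091 for the B3 gene (edgeR), against 9.9e-05 to 0.46 and 2.2e-05 to 0.53 over all 18 alternatives. The paper draws the mean SEPs of this set as the dashed line of Figure 2 and attributes the main differences between D and W to these genes.

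**Figure D2:**
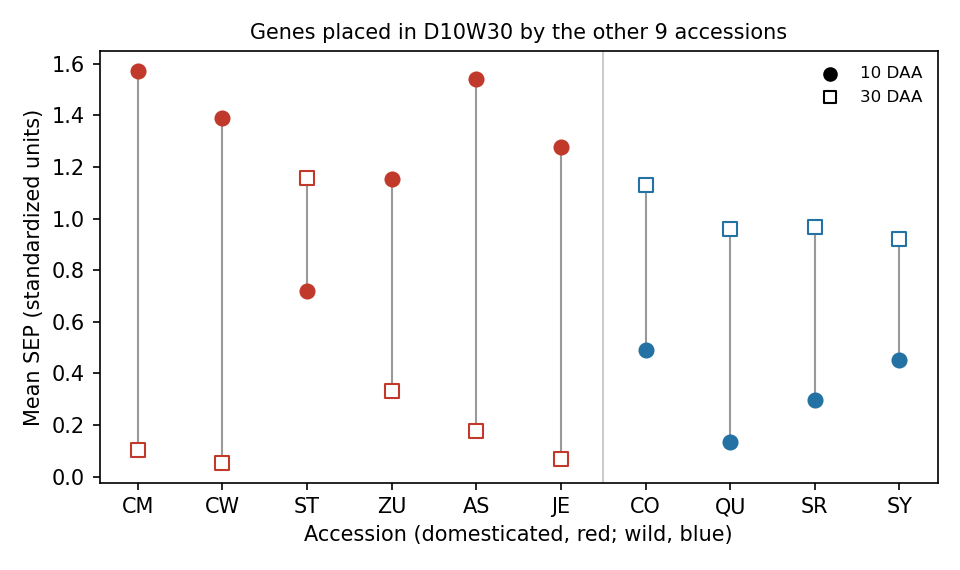
Mean SEP at 10 DAA and at 30 DAA in each of the 6 D and 4 W accessions, over the genes that the other 9 accessions place in the D10W30 set. ST is the only D accession with a higher value at 30 DAA (1.16) than at 10 DAA (0.719), as in the W accessions.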

We established that the main differences in SEPs between D and W were due to a set of 542 genes that presented an expression peak at 10 DAA in D, while the expression peak was at 30 DAA in the W accessions; we named these groups of genes “D10W30” (dashed line in Figure 2).

The results of this experiment showed differences in expression profiles between D and W at the levels of entire gene sets, groups of particular genes, and individual genes (see Supplementary S-5). Taking these findings together, we can thus conclude that there are relevant differences in expression profiles between domesticated and wild varieties of chili peppers during fruit development. We also found that gene expression diversity, expressed as the coefficient of variation of gene expression, is significantly (p=0.002) smaller in the D than in the W accessions, corroborating the findings presented by [48] for different species of plants and animals.

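Variation of gene expression between accessions was compared with the coefficient of variation (CV) of CPM across the accessions of a group, computed per gene and time with the small-sample factor 1 + 1/(4n) and averaged. The mean CV was 0.609 over the 6 D accessions and 0.494 over the 4 W accessions, a difference of 0.115 (exact permutation test, two-sided, p = 0.0048). In flowers it was 0.491 in D and 0.397 in W, and in 60 DAA fruits 0.738 in D and 0.569 in W. The difference passed the test at 20, 30, 50 and 60 DAA (adjusted p = 0.017 at each) and not at 0, 10 and 40 DAA (adjusted p = 0.114 at each, exact permutation tests, two-sided). Without the late-maturing AS, CW and JE the difference was 0.043 (exact permutation test, two-sided, p = 0.343). Every other set of D accessions of that size also lowered the difference when left out. The values ran from -0.0024 (without CM, ST and ZU) to 0.0887 (without CW, JE and ZU). The size of the difference therefore also depends on how many accessions a group holds, and the drop cannot be assigned to late maturity. Computed instead over the 7 times within each accession, the mean CV was 0.728 in D and 0.720 in W (exact permutation test, two-sided, p = 0.733).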

### 2.4. Differences in Expression of Genes Related to Cell Reproduction Appear Earlier and Are Larger in Domesticated Than in Wild Genotypes

Based on the evidence that mean SEPs differ between the D and W accessions, we investigated differences in the expression profiles in groups of genes related to particular biological processes. We first examined the mean SEPs of a group of 1125 genes associated with cell reproduction (Supplementary S-5.1). The mean expression value for 235 genes that are directly annotated in the cell cycle, but not in other cell reproduction processes, was significantly higher and occurred earlier for D compared to W, as evidenced by the peak of 0.3 standardized units at 10 DAA for D and 0.2 standardized units 30 DAA for W (Supplementary S-5.1). Similarly, the mean expression for 69 kinesins or kinesin-related proteins among the 1125 genes associated with cell reproduction exhibited a differential expression peak at 10 DAA for the D accessions, but for the W accessions, the peak was later at 30 DAA (Supplementary S-5.1). Thus, changes in the expression of genes associated with cell reproduction were significantly larger and occurred earlier for the D relative to the W accessions, not only for the full set of genes, but also for particular bioprocesses and gene families (Supplementary S-5–S-7).

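Among the 7 cell division and microtubule genes of the available gene table rows, 3 fell in D fruits from 10 to 30 DAA and changed differently in W: MAP65-3, a kinesin-4 and the gene for the microtubule-binding protein TANGLED, which marks the plane of cell division. The kinesin-4 gene (CA.PGAv.1.6.scaffold1034.10, scaffold 1034 of CM334 v1.6, 119125 to 123942), for a microtubule motor protein, had 31.9 ± 14.4 CPM (SD, n = 6) at 10 DAA and 7.31 ± 3.10 CPM at 30 DAA in D, against 9.50 ± 2.95 CPM (SD, n = 4) and 19.8 ± 1.77 CPM in W. Its log2 change was -3.05 in D relative to W (standard error 0.66, adjusted p = 0.0080 from edgeR). TANGLED (CA.PGAv.1.6.scaffold1034.25, 394331 to 396590) had 12.1 ± 6.21 CPM at 10 DAA and 2.57 ± 0.97 CPM at 30 DAA in D, against 2.98 ± 0.56 CPM and 4.16 ± 0.35 CPM in W, a difference of -2.87 (standard error 0.58, adjusted p = 0.0054 from edgeR). These 3 also passed when adjusted over the list alone, which was written with the paper's p-values for these genes already seen. Without SR the adjusted p from edgeR was 0.072 for kinesin-4 and 0.052 for TANGLED, against 4.4e-05 to 0.48 and 3.0e-05 to 0.43 over 18 alternatives. The other members did not pass this contrast. The kinesin-like FRA1 gene (CA.PGAv.1.6.scaffold1030.33), whose protein acts in cell wall formation, had a difference of 0.93 (standard error 0.52, adjusted p = 0.41 from edgeR), although its whole profile differed (adjusted p = 0.016 from edgeR). A cyclin-dependent kinase inhibitor 7-like gene (CA.PGAv.1.6.scaffold1041.8) fell in W by 1.37 on the log2 scale (adjusted p = 0.037 from edgeR) and had a difference of 0.73 (adjusted p = 0.62), and the checkpoint gene RAD9A (CA.PGAv.1.6.scaffold1.32) one of 0.23 (adjusted p = 0.75, both from edgeR). Of 8 genes for DNA replication and chromatin, the EBS-like gene was the only 1 to pass, and histone H1.2-like (CA.PGAv.1.6.scaffold1007.14) had -1.25 (standard error 0.51, adjusted p = 0.22 from edgeR). None of the other groups of genes named in the paper for cell reproduction is analysed here, because the gene table rows used here cover few of them.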

### 2.5. Biological Processes Were Enriched in Genes That Are Expressed Earlier in Domesticated Genotypes

The results presented before indicate that the SEPs in the D and W accessions undoubtedly differ (Figure 2), and the genes for which expression peaks at 10 DAA for D but at 30 DAA for W (denoted here as “D10W30”) play an important role in cell reproduction. To validate and expand our study, we considered the D10W30 expression pattern in a Gene Ontology enrichment analysis (for details, see Supplementary S-5.2, S-6, S-7, and SG).

A total of 86 biological processes (BPs) were significantly enriched (FDR = 0.05; p<0.0015) in the D10W30 set, with a median odds ratio of 9.5. As such, these genes were much more abundant in these BPs than would be expected by chance. Apart from the aforementioned BPs related to cell reproduction, 43 of the enriched BPs, or 50% of the total, are involved in either positive or negative regulation of various biological processes. Of these, four (5%) are related to cellular component organization or biogenesis, three are associated with cellular component assembly, and another three play roles in organelle organization or fission. The general bioprocess, “cellular process” (GO:0009987), is also highly enriched in the D10W30 gene set, with an odds estimate of 2.25 and a highly significant *p*-value of $2.76\times 10^{-8}$.

These results show that genes with the pattern D10W30 are over-represented in important BPs, which, in turn, implies that the expression of such BPs occurs earlier and at higher levels in the D compared to the W genotypes.

Interesting examples of D10W30 genes involved in cell reproduction are the high-mobility group B protein 6 (XP_016555757.1), the MYB-related protein 3R-1 (XP_016537977.1), and the kinetochore protein NDC80 (XP_016539151.1); see Supplementary S-5.2 for the SEP plots. The gene encoding the “high-mobility group B protein 6” is a *WRKY* transcription factor involved in the nucleosome/chromatin assembly that was annotated in 12 of the 86 aforementioned BPs—particularly the cell reproduction BP. The gene encoding the transcription factor “MYB-related protein 3R-1” was included in 6 of the 86 enriched BPs and is mainly related to cellular, chromosome, and organelle organization. The “kinetochore protein NDC80” is part of the multiprotein kinetochore complexes that couple eukaryotic chromosomes to the mitotic spindle to ensure proper chromosome segregation. NDC80 is part of the outer kinetochore and forms a heterotetramer with the proteins NUF2, SPC25, and SPC24 [49,50]. Interestingly, the genes encoding NUF2 and SPC25 also exhibit the D10W30 expression pattern. NDC80 is conspicuously present in 74 of the 86 enriched BPs.

### 2.6. A Network of Cell Cycle Genes with the D10W30 Expression Pattern

The availability of genome-wide gene expression technologies, as RNA-Seq, make it possible to identify gene interactions and represent them as gene networks [51]. In functional genomics, it is axiomatic that genes with highly similar expression profiles are likely to be regulated via the same mechanisms, and this hypothesis is the basis for the discovery of regulatory networks [52]. To show the concerted co-variation through time of cell cycle genes’ expression during fruit development, we estimated a gene network comprising six structural genes and eight TF candidates for regulating three of the six structural genes. Figure 3 presents the estimated gene network, while Table 2 gives the descriptions of the genes involved (Supplementary S-8–S-10).

Figure 3A presents the network formed by 14 D10W30 genes, in which the orange circles represent six structural genes involved in the cell cycle, and blue circles represent the TF gene candidates for regulating three of the structural genes (see the legend of Figure 3A and Table 2 for gene descriptions). Arrows between structural genes are drawn for genes with highly significant (p<0.0001) positive Pearson’s correlation coefficients (r>0.96) between mean SEPs within the D and W accessions, while Pearson’s correlation coefficients of the same gene pairs between the D and W accessions were small (r<0.4) and not significant (p>0.5). The origin and robustness of the network presented in Figure 3A can be appreciated by observing Figure 3B, which presents the mean SEPs for the 14 genes involved, which represent n=84 independent SEPs estimated from the six D accessions (red line; 84/6=14 genes) and n=56 independent SEPs estimated from the four W accessions (blue line; 56/4=14 genes). In Figure 3B, the 95% CI for the mean standardized expression of the genes—vertical lines at each time point—shows that these 14 genes are highly correlated within the D and W accessions, but have a very low correlation between the D and W groups. For details, see Supplementary S-8 and S-9.

For a better appreciation of the changes that occur in the individual standardized expression of the genes included in the network of Figure 3, Figure 4 presents a grid of the time and the accession groups, but in this case, the sizes of the circles representing genes vary in proportion to their individual standardized expression over time (rows; from 0 to 60 DAA) and sets of accessions (columns; D on the left-hand side and W on the right -hand side). Representative miniature photographs show the approximate fruit development stage for the D and W accessions.

In Figure 4, we can appreciate that individual gene expression is highly coordinated through time, but largely differs between the D and W groups of accessions. At 10 DAA in the D accessions (second row, left-hand side), all 14 genes have reached their maximum expression (largest circle sizes), while such expression levels are only reached 20 days later—at 30 DAA—for the W accessions (fourth row, right-hand side). Thus, the main cell cycle genes are well behind in maximum expression time in the W compared with the D accessions. In addition, expression changes occur faster in the D compared with the W accessions, a fact that can be verified by observing Figure 3B, where the slope of the line linking 0 and 10 DAA is more pronounced than the corresponding change to reach the maximum from 20 to 30 DAA in the W accessions. 

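MAP65-3, which cross-links microtubules in the phragmoplast that builds the new cell wall, is the gene of this network that can be followed here (CA.PGAv.1.6.scaffold1022.2, chromosome 3 of CM334 v1.6, plus strand, 215384335 to 215388100, coding length 2220 bp). At 10 DAA it had 27.9 ± 13.9 CPM (SD, n = 6) in D and 8.53 ± 2.55 CPM (SD, n = 4) in W. At 30 DAA it had 6.18 ± 2.48 CPM in D and 15.8 ± 1.95 CPM in W. It was highest at 10 DAA in all 6 D accessions, at 30 DAA in CO, QU and SR, and at 40 DAA in SY, where 16.3 CPM followed 16.0 CPM at 30 DAA. From 10 to 30 DAA it fell in D by 1.93 on the log2 scale (standard error 0.39, adjusted p = 0.00028 from edgeR), while in W the log2 change was 0.95 (standard error 0.46, adjusted p = 0.15 from edgeR). The difference between D and W in this change was -2.88 (standard error 0.60, adjusted p = 0.0071 from edgeR). On the standardized scale MAP65-3 was higher in D by 1.79 at 10 DAA and lower in D by 1.44 at 30 DAA (D minus W -1.44). The paper chose it for this pattern in the same accessions, so these standardized differences are described and not tested, and the p from edgeR are adjusted over all expressed genes. ST had 8.93 CPM at 10 DAA and 8.51 CPM at 30 DAA, the smallest drop of the D accessions. The difference in log2 change did not pass the test without SR (adjusted p = 0.069), without replicate 2 (0.13) or without AS, CW and JE (0.36), and over all 18 alternatives the adjusted p from edgeR ran from 2.6e-05 to 0.36. From the earlier maxima in D, the paper concludes that the main cell cycle genes reach their highest expression well behind in W.

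**Figure D3:**
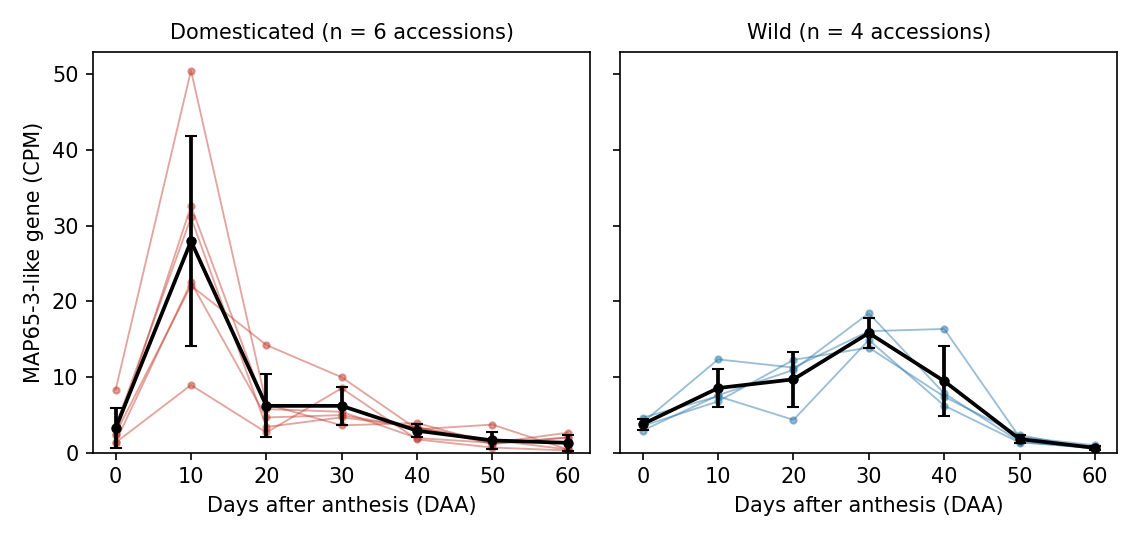
CPM of MAP65-3 against days after anthesis, with a thin line for each accession and the mean ± SD of the 6 D accessions (left) and the 4 W accessions (right). The D mean is highest at 10 DAA (27.9 CPM) and the W mean at 30 DAA (15.8 CPM).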

Departing from comparable standardized expression at the mature flower stage (0 DAA), individual expression rapidly diverges between the D and W groups to finally converge again to basal expression levels at 50 and 60 DAA. 

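In flowers, MAP65-3 had 3.23 ± 2.61 CPM (SD, n = 6) in D and 3.76 ± 0.72 CPM (SD, n = 4) in W, and its standardized values differed by 0.110. At 50 DAA it had 1.604 ± 1.07 CPM in D and 1.79 ± 0.47 CPM in W, and at 60 DAA 1.29 ± 1.03 CPM in D and 0.628 ± 0.248 CPM in W. The standardized values of MAP65-3 were higher in D by 0.355 at 50 DAA and by 0.494 at 60 DAA. At 20 DAA it had 6.18 ± 4.18 CPM in D and 9.69 ± 3.62 CPM in W, with a standardized difference of -0.495. At 40 DAA it had 2.89 ± 0.87 CPM in D and 9.44 ± 4.65 CPM in W, with a standardized difference of -0.811. The gene was chosen in the paper for its pattern in these accessions and the values are centred over the 7 times, so the differences are described and not tested.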

The concerted but highly divergent expression of cell cycle genes demonstrates that domestication has tailored this process to differ between the D and W genotypes, explaining, in part, the large differences in fruit size between these groups.

## 3. Discussion

Building on our previously described method for estimating the dynamics of the chili pepper transcriptome [7], as well as our time-course experiment [53] and statistical analysis methods, in this study, we generated entire gene expression profiles (SEPs) across the full course of fruit development to examine differential gene expression patterns between domesticated (D) and wild (W) varieties of chili peppers (Figure 1).

Domestication, as initially studied by Darwin [54], is currently defined as a distinctive coevolutionary and mutualistic relationship between domesticator and domesticate, and marked a key transition in human history [20]. Here, we propose that the differences observed between gene expression profiles in sets of domesticated (D) and wild (W) accessions (Figure 2) can be attributed to domestication.

Gene expression is an intrinsically noisy process [55]; however, our experimental design systematically took into account variations between sets of fruits by examining two replicates of each accession at each time point, as well as variation within the target groups (D and W), by examining six and four genotypes for each group, respectively. Thus, the differences observed between the D and W gene expression profiles can be attributed to differences in the selection histories of the two groups, i.e., to domestication. The effect of domestication on gene expression patterns is also corroborated by the fact that the D and W accessions belong to well-segregated clusters in the dendrogram presented in Figure 1. Although the distance between the D and W groups is approximately 2.85, the maximum distance within the groups is only 2.4, again demonstrating that gene expression patterns during fruit development were modified by domestication.

Selection during domestication can alter molecular footprints at the genomic level. For example, in *Capsicum*, Qin et al. [36] identified 115 genomic regions containing 511 genes that show strong selective sweep signals due to domestication. The same method of searching for selective sweep signals identified candidate genes not only in plants, such as maize [23], sunflower [56], soybean [57], and Asian rice [58], but also in domesticated animals, such as dogs [59] and cattle [60]. Ross-Ibarra et al. [21] reviewed methods of identifying the genes responsible for adaptation to domestication and classified them in terms of the phenotype–genotype hierarchy as “top-down”, in which the method starts with a phenotype to identify candidate genes, and as “bottom-up”, in which genetic analyses are used to identify adaptive genes. Bioinformatics tools are then used to connect the selected genes to a phenotype. Our approach in this study can be considered as a hybrid between “top-down” and “bottom-up” methods in that we began with a molecular phenotype, i.e., a standardized gene expression profile (SEP), which showed that there are significant differences between the D and W groups of accessions, and then examined the biological relevance of these findings.

Expression levels of genes that are important during chili pepper fruit development have been reported in [11,12,13]. Differences in the accessions employed, times of development, genes analyzed, and methodologies preclude full and equitable comparisons between the results presented in those references with the ones presented here. Examination of 74 SEP plots for genes studied in the mentioned works resulted in coincidences of 62% with our results. This percentage can be considered to be high, given the dissimilarities of the above-mentioned factors (plots and results available upon request). On the other hand, Díaz-Valenzuela et al. [41] reported results from the analyses of one cultivated accession, one wild accession, and their $F_{1}$ only at 40 DAA. Given that this study does not include gene expression measurements at different times of fruit development, it is impossible to examine their findings in the framework of our work.

Differences in gene expression between crops and their wild ancestors were reported in tomato [29,61], which, like *Capsicum*, belongs to the Solanaceae family, as well as common bean [26,27], carrot [62], ramie [63], and cotton [64]. For animals, similar comparisons were done for turkey [65], trout [66], and other species [67]. All of these studies reported sets of differentially expressed genes between the domesticated and wild forms, but only for tomato did the study authors use a time-course experiment to evaluate the deceleration of the circadian clock [29]. On the other hand, a decrease in gene expression diversity in domesticated forms of a set of animals and plants was reported by Liu et al. [48]. Analysis of our data confirmed that gene expression is significantly less diverse in domesticated chili peppers compared to that seen for wild accessions.

Normalization of the gene expression profiles of genes or sets of genes—discussed here as mean SEPs (see Results) —implies that the mean over time of the profile is equal to zero, and the standard deviation is equal to one. This transformation allows direct and unbiased comparisons of expression profiles in the D and W groups of accessions, with a statistical evaluation performed at each time point (Figure 2 and Supplementary S-4 and S-5).

It is important to note that the differences in mean SEPs between D and W were produced by a set of genes that were likely affected by the domestication process (Figure 2). However, the large majority (21,666/22,427;96.6%) of expressed genes did not exhibit significant differences in the mean expression profile (Supplementary S-5), implying that a large part of the transcriptome during fruit development was not affected by domestication.

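Several described genes changed during fruit development in both D and W. The ethylene receptor gene (CA.PGAv.1.6.scaffold1003.9, chromosome 7 of CM334 v1.6, 237455821 to 237462001) rose from 10 to 30 DAA by 0.77 in D (adjusted p = 0.00019) and 0.60 in W (adjusted p = 0.020, log2 scale, both from edgeR), with a difference of 0.17 (standard error 0.24, adjusted p = 0.80 from edgeR). The gene for histone deacetylase 6 (CA.PGAv.1.6.scaffold1.68, chromosome 10, 141966864 to 141968425), which removes acetyl groups from histones, rose by 1.21 in D (adjusted p = 0.00010) and 0.80 in W (adjusted p = 0.035, both from edgeR), with a difference of 0.41 (standard error 0.35, adjusted p = 0.63 from edgeR). An ethylene-responsive transcription factor gene (ERF010-like, CA.PGAv.1.6.scaffold1030.30) rose by 2.88 in D (adjusted p = 0.00018) and 1.93 in W (adjusted p = 0.027, both from edgeR), with a difference of 0.95 (standard error 0.82, adjusted p = 0.63 from edgeR). None of the 5 genes listed for ribosomal proteins, the 4 for organelle-encoded proteins, the 4 for seed storage and embryo or the 2 for pollen and anther passed the test of a profile difference by edgeR, and 2 of the seed and embryo genes passed when adjusted over the list alone. By the distances of their SEPs, 21,350 expressed genes did not pass at an FDR of 0.05. A gene that misses the threshold is not shown to be alike in D and W. In simulated counts changed only in D at 30 DAA, edgeR's profile test found 55 of 100 genes changed 4-fold and 23 of 100 changed 2-fold. Changes at several times were not simulated for this test.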

In chili pepper, as in tomato, the first ten days after anthesis (DAA) are characterized by a period of very active cell division, in which the number of cell layers across the pericarp doubles compared with that at anthesis, and this number is maintained through the end of development [68]. Fruit growth then proceeds into the cell expansion phase and continues until ≈40 DAA, progressing to full ripening at ≈50 DAA before entering senescence at ≈60 DAA [7]. During the period of cell expansion—from approximately 10 to 40 DAA—the dominant process is cell endoreduplication [68,69,70]. In *Capsicum*, pericarp thickness has a high positive correlation with the degree of polysomaty [71], which implies that accessions that have a thick pericarp have higher endoreduplication compared to accessions with a thin pericarp. This relationship has been corroborated through the induction of different ploidy levels [72].

The time lag observed for the peak of mean standardized expression between the D and W accessions across the entire set of expressed genes (Figure 2) implies that domestication caused a shift in the time and intensity of gene expression, favoring an earlier and higher expression maximum in D. Considering 463 genes that had the largest differences in expression profiles between D and W confirmed that the peak of expression for D occurs at 10 DAA compared to 20 DAA for W, and the peak expression value is significantly higher for D than for W. A similar expression pattern is seen for a gene encoding a G2/mitotic-specific cyclin, which is essential for control of the cell cycle at the G2/mitosis transition (Supplementary S-5). The transcript of this gene accumulated steadily during G2 and abruptly declined at mitosis. In *Arabidopsis*, which exhibits a similar trend in expression, members of the cyclin family are thought to be part of a developmental mechanism that coordinates the switch between proliferation and endoreduplication [73].

Here, we found the peak gene expression for D at 10 DAA, a time when cell division is very active [68]. Furthermore, domesticated accessions bear substantially larger fruits than wild accessions [33], and this larger fruit size is primarily achieved through increases in cell numbers [74]. As such, we grouped a set of 1125 genes associated with cell reproduction by including genes annotated in nine bioprocesses and examined the gene expression profiles (Supplementary S-5). Genes annotated for the cell cycle presented an earlier increase and higher mean expression in D relative to W (Supplementary S-5). Given that both cell number and cell size, which are respectively determined by cell division and cell expansion [75], contribute to fruit size, it is compelling that, in the D accessions, the cell division expression profile peaked earlier and higher than in the W genotypes. This finding is consistent with that seen for tomato, in which cell division genes strongly influence fruit yield [76].

The mean expression of the genes related to the cell cycle presented a profile characterized by a large peak expression at 10 DAA for D, whereas the W accessions had a smaller peak that occurred later at 30 DAA. We isolated a set of 542 genes that presented this pattern, which we termed “D10W30”. Gene Ontology enrichment analyses produced a set of 86 biological processes (BPs) that were highly enriched among the D10W30 genes (Supplementary S-6 and SG). In addition to four cell reproduction BPs, this set included 43 BPs associated with regulation of different cell processes, including negative regulation of cellular process, as well as protein modification and transferase activity. Interestingly, such negative regulation has been associated with fruit development and ripening [77]. Other selected BPs include four that are related to cellular component organization, which has been linked to the accumulation of soluble sugars and organic acids in fruits [78], and three that are related to cellular component assembly and also showed differential expression in a proteomic study of *Capsicum* [79]. Another three in this set were identified with organelle fission or organization, and two were related to microtubule-based processes or movement, and are clearly associated with mitosis; they have been linked to floral development in the genus *Aquilegia* [80] and to the autophagy BP, which allows remodeling of intracellular structures during cell differentiation [81]. In *Arabidopsis*, this BP has been linked with the complete proteolysis of stromal proteins [82]; see Supplementary S-6, S-7, and SG for details.

We plotted the expression profiles of genes that follow the D10W30 pattern, i.e., expression peaks at 10 and 30 DAA for the D and W accessions, respectively (Figure 2). Interesting examples of this expression pattern are genes encoding: (i) the high-mobility group B protein 6 (HMG B, 6), which belongs to a group of chromosomal proteins that regulate DNA-dependent processes and display a highly dynamic nuclear localization [83]; (ii) the transcription factor “MYB-related protein 3R-1”, which, in *Arabidopsis*, synergistically maintains G2/M-specific genes repressed in post-mitotic cells and restricts the time window of mitotic gene expression in proliferating cells, thus giving it a role in determining organ size [84]; and (iii) the kinetochore protein NDC80, which is an essential component of the kinetochore complex that mediates chromosome segregation and spindle checkpoint activity to ensure proper cell division. In *Arabidopsis*, the NDC80 mutant *mun-1* has a reduced cell division rate, aneuploidy, and defects in chromosome segregation [85]; see Figure 3 and Supplementary S-5.

The D10W30 set includes genes coding for “microtubule-associated protein TORTIFOLIA1” and the “protein TPX2”, which have genomic fingerprints for domestication in *Capsicum* [36]. TORTIFOLIA1 (TOR1) is a plant-specific microtubule-associated protein (MAP) that regulates cortical microtubule orientation and the direction of organ growth [86]. TOR1 also determines microtubule organization by modulating microtubule severing [87] and participates in organ elongation [88]. On the other hand, TPX2 performs multiple roles in microtubule organization [89], such as regulating prospindle assembly before nuclear envelope breakdown [90], and is linked to fruit development in European pear [91]. Of the 300 domestication genes reported by Qin et al. [36] and expressed during fruit development, 59 (≈20%) also showed significant (p<0.05) differences between the D and W accessions in this study.

An example of the coordinated time lag existent between the D and W accessions is presented in Figure 3 and Figure 4. The 14 genes involved in this network are pivotal for the cell cycle process and are thus functionally related, but also present highly coordinated gene expression profiles within the D and W accessions, which markedly differ between these two groups by having the D10W30 expression pattern (Supplementary S-8, S-9, and S-10). It is important to assess the robustness of the links inferred between the genes in this network (Figure 3). With this aim, we must take into account the fact that such links were inferred from ten fully independent datasets, i.e., the ones corresponding to each one of the 10 accessions. Then, if we assume that the selection of a gene to be part of the network has an error probability “ε”, then the probability of erroneously selecting a gene to be part of the network repeatedly in the ten accessions is $\varepsilon^{-10}$. Thus, even if the individual error probability is large—for example, ε=0.1—the probability of having committed such errors repeatedly in the ten accessions is vanishingly small; for ε=0.1, this equals $10^{-10}$, or one in ten billion.

Of the genes involved in the network of Figure 3A, two of them—(1) and (4) in the figure legend—encode two versions of the microtubule-associated protein 3. The *Arabidopsis* orthologous of these genes, PLEIADE/AtMAP65-3, has been shown to have physical and genetic interactions with the Transport Protein Particle II (TRAPPII), which is required for coordinating cytokinesis with the nuclear division cycle [92]. Gene (2) in Figure 3A, labeled as *DUF566* in the legend, contains the InterPro domain IPR007573 and corresponds with the *Arabidopsis* orthologous *AT2G44190* (Table 2), which codes for the endosperm-defective 1 (*ede1*) gene; this encodes a microtubule-associated protein that is essential for microtubule function during the mitotic and cytokinetic stages, which generate the endosperm and embryo, and is thus essential for seed formation [93]. Gene (3) in Figure 3 encodes a kinesin 3, which is an *Arabidopsis* ortholog, *AT4G21270*, and encodes the *ATK1* gene, which has been demonstrated to be required for spindle morphogenesis [94]. Consistently, the large majority of chili pepper kinesins follow the D10W30 expression pattern (Supplementary S-5.1). The gene labeled as “(5)—POLLENLESS 3” in the legend of Figure 3A contains a tetratricopeptide repeat (TPR), and its closest *Arabidopsis* ortholog, *AT4G20900*, encodes the TDM1 gene, which has been previously shown to be essential for meiotic termination [95]. Structural gene (6) in Figure 3A encodes shugoshin, a conserved kinetochore protein that prevents dissociation of cohesin from centromeres during mitosis [96]. The closest *Arabidopsis* ortholog locus of this chili pepper sequence, *AT3G44960*, encodes five splicing variants of shugoshin, one of which has been reported to protect centromeric cohesion during meiosis [97]; see also Supplementary S-10. It is intriguing that three of the chili pepper genes, the ones labeled as numbers (3), (5), and (6) in the legend of Figure 3A, have as their closest orthologs in Arabidopsis genes that are reported primarily in meiosis [94,95,97], respectively, while the expression patterns of these *Capsicum* genes clearly correspond to genes involved in mitosis. This fact could be due to the large functional divergence between the *Capsicum* and *Arabidopsis* genomes, which diverged from a common ancestor more than 150 million years before present [36].

To select TF candidates for regulating the expression of the structural genes, represented by orange circles in the network of Figure 3, we employed an algorithm for TF imputation, which is detailed in Supplementary S-9. This algorithm relies on stringent thresholds for correlations in expression estimated for each accession, and has a very low probability of false-negative imputations, estimated in this case as $1.06\times 10^{-15}$. The algorithm was successful in recovering a TF that was experimentally confirmed to be regulating the expression of the *AT3* gene in *Capsicum* [8,98,99] (see Methods and Supplementary S-9).

In summary, the functional network presented in Figure 3 and Figure 4 demonstrates that domestication has produced a time lag in the expression of core cell cycle genes, thus anticipating by approximately 20 days the maximum expression of those genes and producing a higher standardized expression at the early fruit development stage (10 DAA) in D when compared with the W accessions.

Comparing gene expression profiles rather than focusing on the differential expression of single genes at a given time gives a better perspective on the complex interplay occurring in the transcriptome over time. Here, we demonstrated that a set of genes exhibits significant differences in expression profiles between the D and W accessions during the development of chili pepper fruit. Genes in this set are associated with processes that involve the cell regulation, cycle, localization, motility, and assembly, as well as with autophagy and organelle organization. In particular, differences in the time and intensity of the expression of genes are related to cell reproduction and provide an explanation at a molecular level of differences in fruit size between the D and W accessions, which is the main morphological difference between these two genotype groups [100].

## 4. Materials and Methods

### 4.1. Statistical Design

RNA-Seq was performed as a factorial experiment with time (seven levels: 0, 10, 20, 30, 40, 50, and 60 DAA) and accession (10 accessions: 6 domesticated and 4 wild; see Table 1) as factors. Additional RNA-Seq libraries were constructed and analyzed for accessions with later maturation times: at 70 DAA for accessions CW and JE and at 70 and 80 DAA for AS. The RNA-Seq library was the experimental unit, and two libraries of every combination of time per accession were independently replicated two times; thus, we analyzed 7×10×2=140 RNA-Seq libraries for time points between 0 and 60 DAA in all 10 accessions—plus four libraries at 70 DAA in accessions CW and JE and four libraries corresponding to 70 and 80 DAA in AS—for a total of 140+4+4=148 RNA-Seq libraries. After quality control, the raw reads were mapped to the *Capsicum* genome (CM334 v1.6) to obtain reliable estimations of gene expression. The relative expression for each gene at each accession and time combination was considered here as the output variable.

### 4.2. Plant Materials and Cultivation

Seeds of each one of the D *Capsicum annuum* L. accessions (Table 1) were surface sterilized with a 70% ethanol solution for 10 s before treatment with a 10% hypochlorite solution for 10 s and six rinses with distilled water. Wild accession seeds were similarly treated after an initial treatment with 50% sulfuric acid solution to break seed dormancy. All accession seeds were germinated in plastic trays containing a mixture of three parts peat moss, one part perlite, one part vermiculite, one part sludge, and two parts forest soil in a growth chamber, with 16 h light (photon flux of 70 μmol m${}^{-2}$ s${}^{-1}$) at 28 ${}^{\circ }$C and 66% relative humidity. Three-week-old chili pepper plants were transplanted individually into 5 L plastic pots containing the same soil mixture as that described above. During transplantation, 15 g of a mixture of mycorrhizal fungi and beneficial bacteria was added to optimize root growth and development. Plants were fertilized with Long Ashton solution every two weeks. Flowers and fruits at each one of the times of development (0, 10, 20, 30, 40, 50, 60, 70, or 80 DAA, depending on the final maturation time; see Table 1) were collected, immediately frozen in liquid nitrogen, and stored at −80 ${}^{\circ }$C.

### 4.3. RNA-Seq Library Construction and Processing

Total RNA was extracted from flowers and whole chili pepper fruits at different developmental stages using a NucleoSpin${}^{\mathrm{TM}}$ RNA Plant kit (MACHEREY-NAGEL) according to the manufacturer’s instructions. RNA was extracted from two biological samples comprising either flowers or fruits from 2–6 different plants. RNA quality was verified by determining the RNA integrity number (RIN) for each sample (Supplementary S-1). Samples of total RNA were shipped to Novogene (https://en.novogene.com/ accessed on: 17 March 2021) for library construction, sequencing, and mapping to a reference genome. At Novogene, libraries were prepared and sequenced using the Illumina NovaSeq platform to obtain at least 20 million raw paired-end reads of 150 bp per sample. These reads were subjected to quality control and then mapped to the *Capsicum* reference genome CM334 v1.6 (http://peppergenome.snu.ac.kr/ accessed on: 17 March 2021). Novogene provided the matrix of raw counts per library for each of the 35,883 *Capsicum* genes. These genes were identified by a protein product (when known) and annotated with Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) terms. For this study, a total 140 libraries were processed, yielding more than 2.29 billions of clean reads mapped to the genome. The number of reads mapped to the genome had a minimum of 10.33, a median of 16.26, a mean of 16.42, and a maximum of 23.86 million reads per library; see Supplementary S-1 and SG.

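Summed over genes, the counts of the 140 D and W libraries came to 2,298,781,561, with a mean of 16,419,868 per library and a median of 16,255,574. At 10 DAA the median was 15,225,878 in D (12 libraries) and 16,242,874 in W (8 libraries), and at 30 DAA it was 16,105,960 in D and 17,046,386 in W. At 50 DAA it was 18,065,990 in D, the deepest of the group medians, and 14,425,266 in W, the shallowest.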

### 4.4. Estimations and Analyses of Standardized Expression Profiles (SEPs)

To avoid inclusion of genes that had very low or inconsistent expression patterns, only genes that had a raw count of >0 in at least two of the replicates per accession were selected for analysis. After this filtering, 22,427 genes remained for analyses, and of these, ≈62.5% were identified in the *Capsicum* genome; see Supplementary SG.

All results were maintained in an in-site MySQL (https://www.mysql.com/ accessed on: 17 March 2021) relational database, and were analyzed with R version 3.4.4 [101]. For each of the 10 accessions, we used the R package “edgeR” version 3.20.9 [44] to obtain *p* values for each gene in each accession in all contrasts between neighbor time intervals, i.e., 0–10, 10–20, 20–30, ⋯, 50–60 DAA. Following the method presented in [7], the gene expression tendency at each interval was classified as decreasing, steady, or increasing, with adjustment of the Type I error to 0.01. For each gene within each accession, the mean standardized expression was calculated, and the resulting seven-dimensional vector constituted the standardized expression profile (SEP) in downstream analyses. There were 10 SEPs for each of the 22,427 genes that were consistently expressed during fruit development, with one for each of the accessions, and these SEPs were classified into the groups of interest: domesticated (D) with six elements and wild (W) with four elements. To evaluate the difference between the D and W SEPs, we calculated the Euclidean distances between and within the groups and tested the hypothesis of equality of distances between and within SEPs with a t-test. Using an FDR of 1% (i.e., a *q* value ≤0.01), genes were classified as having an equal or distinct SEP in the D and W groups. For individual genes or groups of genes, we calculated the 95% CI for the means at each of the seven time points sampled, as well as the *P* value for the t-test of mean equality. A set of R functions was programmed to data-mine the results. The statistical procedures are described in detail in Supplementary S-2 to S-9, and a manuscript presenting the R package for data-mining the results is under evaluation [102].

### 4.5. Network Estimation

We began the network estimation with the 25 genes with expression profile D10W30, which was annotated with the cell cycle biological process in the 10 accessions. For all 25×(25−1)/2=300 different pairs formed by these 25 genes, we calculated the Euclidean distance between their mean SEPs, selecting the pairs with a distance of less than 1 standardized units. This stringent criterion selected only 10 gene pairs (3.3% of the total, and shown as edges between orange circles in Figure 3A), which included the six structural genes (orange circles in Figure 3A). The SEPs of the 10 gene pairs linked with black double-headed arrows have a large (r>0.96) and highly significant (p<0.0001) mean Pearson’s correlation within the D or W genotypes. In contrast, the corresponding mean correlation between the D and W accessions was small (r<0.4) and not significant (p>0.5), demonstrating that while these genes have a highly concordant expression within the D and W groups, the expression profiles are very different between those groups (Figure 3B and Supplementary S-8). Finally, the selection of the 8 TF candidates for regulating the expression of the structural genes in the network of Figure 3A was performed by employing an algorithm that selected TFs with a highly concordant expression profile between TFs and each target gene (see Supplementary S-9 for details).

## Figures and Tables

**Figure 1:**
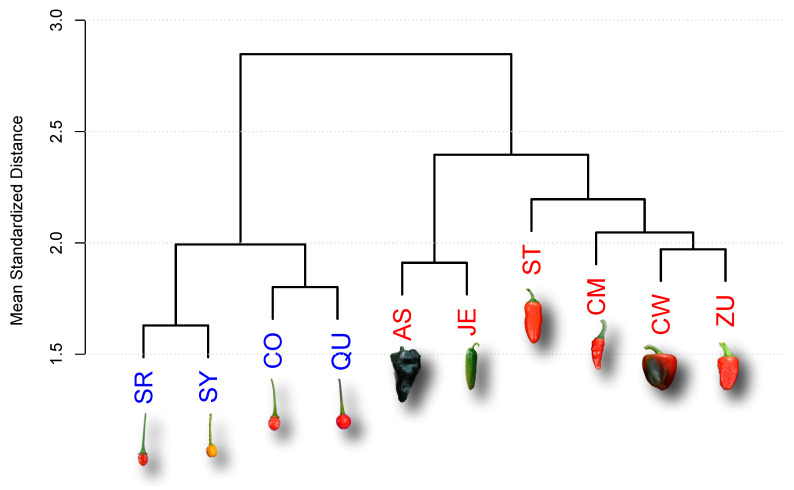
Dendrogram for the domesticated (D, red) and wild (W, blue) accessions. The dendrogram was obtained from the Euclidean distances between the full set of 22,427 standardized expression profiles (SEPs) of genes expressed during fruit development. Representative miniature photographs illustrate the fruits of the corresponding accessions. See Table 1 for accession names. Photographs of fruits are not at the same scale.

**Figure 2:**
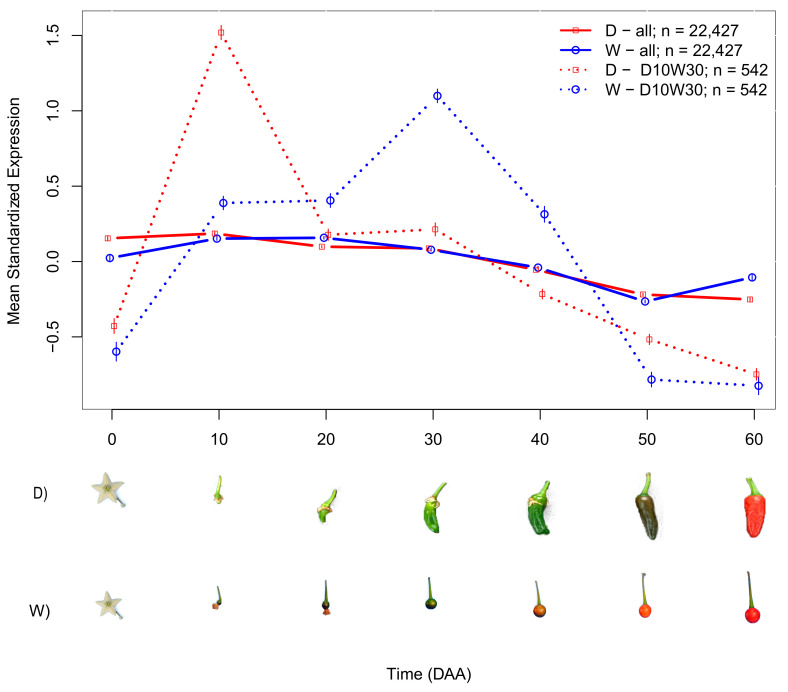
Average SEPs (Standardized Expression Profiles) for groups of genes in domesticated (D) and wild (W) accessions. Continuous colored lines (red and blue for domesticated (D) and wild (W), respectively) link the means of standardized gene expression at each time point for the complete set of expressed genes (*n* = 22,427). Dashed lines link the means of standardized gene expression at each time point for the *n* = 542 genes that presented the maximum expression at 10 DAA in D, while the maximum expression was reached at 30 DAA in W. These 542 genes form the group “D10W30” (see text). Representative miniature photographs illustrate the approximate fruit development of the D and W accessions at each time point. Photographs of fruits are not at the same scale.

**Figure 3:**
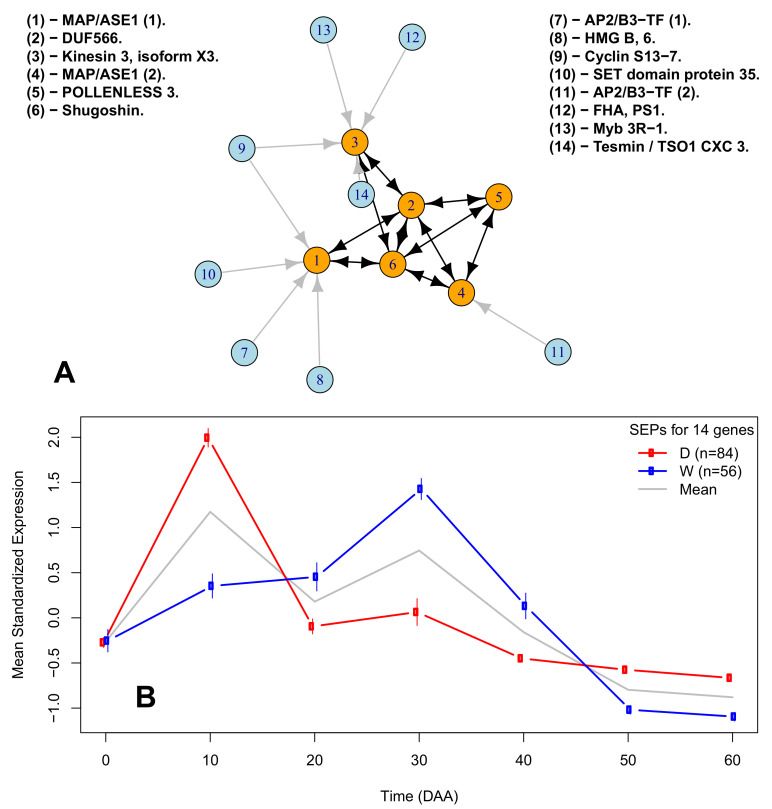
Gene network of the D10W30 cell cycle genes in the D and W accessions. (**A**) Graphic representation of the network. Orange circles represent structural genes, while blue ones represent transcription factor (TF) candidates for regulating the structural genes represented by orange circles (see Table 2 and Supplementary S-9). (**B**) Mean standardized expression of the genes in the network in the D and W accessions.

**Figure 4:**
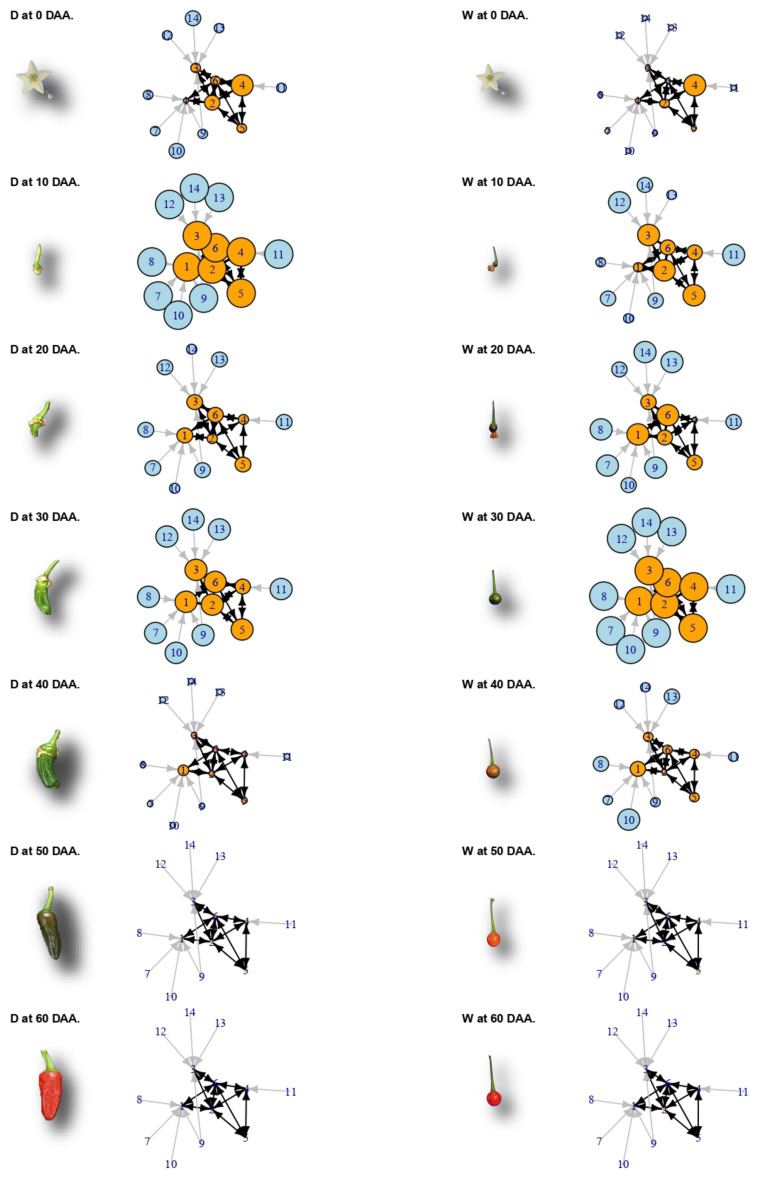
Change over time (rows) and groups of accessions (columns) of the network in Figure 3A. Gene expression is proportional to circle size. Photographs of fruits are not at the same scale.

**Table 1:** Chili pepper accessions used in this study.

Accession	Type	Key	Maturity (DAA)
Ancho San Luis	D	AS	80
Criollo de Morelos 334 (CM334)	D	CM	60
California Wonder	D	CW	70
Jalapeño Espinalteco	D	JE	70
Serrano Tampiqueño 74	D	ST	60
Zunla-1	D	ZU	60
Piquín Coahuila	W	CO	60
Piquín Queretaro	W	QU	60
Piquín Sonora Red	W	SR	60
Piquín Sonora Yellow	W	SY	60

**Table 2:** Identifiers and descriptions for genes in the network of Figure 3A.

Figure 3A Legend	Protein ID	Description	Ortholog
(1)-MAP/ASE1 (1).	XP_016564755.1	65-kDa microtubule-associated protein 3	AT5G51600
(2)-DUF566.	XP_016538322.1	ENDOSPERM DEFECTIVE 1 (DUF566)	AT2G44190
(3)-Kinesin 3, isoform X3.	XP_016541615.1	Kinesin 3 isoform X3	AT4G21270
(4)-MAP/ASE 1 (2).	XP_016575449.1	65-kDa microtubule-associated protein 3 isoform X1	AT5G51600
(5)-POLENLESS 3.	XP_016577799.1	Protein POLLENLESS 3	AT4G20900
(6)-Shugoshin.	XP_016548908.1	Shugoshin-1; chromosome segregation	AT3G44960
(7)-AP2/B3-TF (1).	XP_016568750.1	AP2/B3-like TF family protein	AT5G42700
(8)-HGM B, 6.	XP_016555757.1	High-mobility group B protein 6	AT4G11080
(9)-Cyclin S13-7.	XP_016543946.1	G2/mitotic-specific cyclin S13-7	AT3G11520
(10)-SET domain protein 35.	XP_016547461.1	SET domain; methyltransferase activity.	AT1G26760
(11)-AP2/B3-TF (2).	XP_016575946.1	AP2/B3-like TF family protein	AT5G58280
(12)-FHA, PS1.	XP_016574880.1	FHA domain-containing protein PS1	AT1G34355
(13)-Myb 3R-1.6	XP_016537977.1	Myb-related protein 3R-1	AT4G32730
(14)-Tesmin / TSO1 CX3 3.	XP_016565918.1	Protein tesmin/TSO1 CXC 3	AT3G22780

## Data Availability

The data discussed in this publication have been deposited in NCBI’s Gene Expression Omnibus [103] and are accessible through the GEO Series accession number GSE165448 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE165448 accessed on: 17 March 2021). Additionally, the R [101] package *Salsa* [104], which contains the data as well as functions for exploring the *Capsicum* transcriptome, is available at Zenodo (https://zenodo.org/record/4587745#.YEUDtbSuLaY accessed on: 17 March 2021).

## Supplementary Materials

The following are available online at https://www.mdpi.com/2223-7747/10/3/585/s1: Supplementary methods and results (Supplementary.pdf). Sections of this document are referred to in the text as ‘S-#’, where ‘#’ is the number of the corresponding section. Supplementary Excel file with four sheets, including information about genes and analyses of bioprocesses (SG.xlsx).

## Abbreviations

The following abbreviations are used in this manuscript:

D	Domesticated accession (Table 1)
W	Wild accession (Table 1)
DAA	Days after anthesis
SEP	Standardized expression profile
FDR	False discovery rate

How the deposited data were processed for this re-analysis (not part of the article)

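Flowers and whole fruits of 6 domesticated (D) and 4 wild (W) accessions of Capsicum annuum were measured by RNA-Seq every 10 days from 0 to 60 DAA, with 2 libraries per accession and time (140 libraries), and the late-maturing accessions AS, CW and JE also at 70 or 80 DAA (8 libraries). Reciprocal F1 crosses of CM and QU, with 14 libraries of 1 direction (CQ) and 13 of the other (QC), are part of the same series and are described only in the closing section. Another 4 libraries, from seedlings, were not used here.

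The authors deposited raw counts, 1 table per library with 35,883 genes. According to the paper, the sequencing provider made the libraries, sequenced them as paired-end reads on the NovaSeq platform, applied quality control, mapped the reads to the CM334 v1.6 genome and counted them per gene. The submitters' processing notes name TopHat2 2.0.12. The counting tool and its strand setting are not given in the sources used here, so reads shared by overlapping genes or near-identical copies cannot be told apart. The lengths of the deposited gene models are all multiples of 3, so they hold coding exons without untranslated regions. Gene names and positions come from the first 644 of the 22,413 rows of the paper's gene table, whose starts and ends equal those of the deposited gene models in all 644 rows. These rows give a description for 523 genes tested here, and they pair 1 of the 16 proteins that the paper names by accession number with a gene identifier. No overlap or enrichment test was run on this part of the table.

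Total counts of the 140 libraries were 10,332,232 to 23,861,165, with a median of 16,255,574. At the median depth, 1 CPM (counts scaled to a common library total) corresponds to 16.26 counts. A gene was taken as expressed when its raw count was above 0 in at least 2 libraries of every accession. CPM values were made here from the deposited counts and the total count of each library, averaged over the 2 replicates, centred over the 7 times and divided by their SD (n - 1) to give the standardized expression profile (SEP) of each gene in each accession.

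The accession was the unit where means over genes were compared between D and W. In edgeR's tests of D against W, the summed counts of each accession at each time were an observation, with accession as a term. The distance test took pairs of accessions as observations, and pairs that share an accession are not independent. Means over genes were compared with exact permutation tests over the 210 splits of the 10 accessions into 6 and 4, with Benjamini-Hochberg adjustment over the 7 times or the 6 intervals. Counts were tested with the quasi-likelihood F test of edgeR 4.0.16 with TMM factors in R 4.3.3. For D against W and for the normal-maturing against the late-maturing D accessions, counts were summed over replicates and the model held accession, time and group-by-time terms, from which the whole profile (6 terms) and the difference in the log2 change from 10 to 30 DAA were tested. For the late contrasts, all libraries of the accession entered the model, with time as the only factor. The FDR was 0.05 for D against W, and 0.01 for the late contrasts and for normal-maturing against late-maturing accessions, as in the paper's results (its methods give 1% for the distance test of D against W). A distance test of the kind named in the paper's methods was also run, whose form was chosen here: for each gene, the Euclidean distances between SEPs of different groups were compared with those within the groups by a one-sided test with unequal variances. The D10W30 set held the genes whose mean SEP was highest at 10 DAA in D and at 30 DAA in W, and each accession was also scored on a set defined by the other 9 accessions. The coefficient of variation of CPM was taken across the accessions of a group, per gene and time, with a small-sample factor.

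The count tests and the distance test were tested on simulated data before use, with counts drawn for the expressed genes from the means and depths of the real libraries and 200 genes changed by known amounts. At an FDR of 0.05, the edgeR test of the change from 10 to 30 DAA found 24 of 100 genes changed 2-fold and 54 of 100 changed 4-fold, with 2 false calls. At an FDR of 0.01, the test of AS at 80 against 70 DAA found 0 of 100 and 13 of 100, with no false call. The distance test found all 200 changed genes and called 96 others, and 296 unchanged genes also met the definition of the D10W30 set. Its changed genes had a flat profile with a 4-fold peak, at 10 DAA in every D accession and at 30 DAA in every W accession. In the edgeR simulation of D against W, only D at 30 DAA was changed. The shares of genes found therefore cannot be compared between the 2 tests. In this simulation all accessions shared the mean profile of each unchanged gene, so differences between accessions of a group were not simulated. These numbers therefore do not carry over directly to the real accessions.

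The alternatives fixed before the data were examined were DESeq2 1.42.0 with its size factors, the exact test of edgeR, library sizes without TMM factors, TMM library sizes for CPM, log2(CPM + 1), a common mean for neighbouring times that did not differ (p under 0.01 by edgeR within the accession), other filters on low counts, other linkage, the replicate number as a block, leaving out each replicate in turn and, for D against W, leaving out each accession in turn or the 3 late-maturing accessions together. Added after the data were examined were the filter on both replicates for results other than the number of expressed genes, the removal of replicate 1 of ST at 10 and 20 DAA, other thresholds of the distance test, the alternatives of the held-out D10W30 test, and leaving out single accessions for the normal-maturing against the late-maturing accessions or, in their distance test, replicates.

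The genes named in the text were chosen by a rule fixed before the data were examined: each gene the paper names that can be matched, each gene marked as D10W30 in the available table rows, the 12 described genes with the smallest adjusted p in each direction of the change from 10 to 30 DAA, up to 8 described genes per late contrast, and members of 13 lists of genes matched by description (cell division and microtubules, DNA replication and chromatin, photosynthesis, cell wall, flavonoids and anthocyanins, carotenoids and abscisic acid, ethylene, auxin and growth regulators, seed storage and embryo, pollen and anther, heat shock and handling, ribosomal proteins, and proteins encoded in organelles). The values in the available table rows had been seen when the rule was written. No pair of replicate libraries differed by less than the sampling noise (chi-square per gene of at least 8.04 over 87 pairs, the crosses included), so none was counted as a duplicate.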

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

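For the peak time, the settings with TMM library sizes and with well-expressed genes were planned, but their use as tests of an explanation, the test of the share of the most abundant genes, the tests of exchanged labels and of the age of the ST fruits, that of the small-sample factor and the F1 set defined without the parents were chosen only after the results were seen.

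The change in expression from 10 to 30 DAA differed between D and W for 396 genes by edgeR's test of the group-by-time terms at an FDR of 0.05. With a faster estimate of the dispersion, the real grouping called 553 genes and the highest of the other splits 543. Only 1 of 52 splits, the real one, reached that count, a share under 0.05, so few groupings of these accessions give as many genes. Since 1 other split came within 10 genes, this test does not exclude chance. The split with 543 genes sets CM and ST beside the 4 W accessions, which points to a structure of the samples besides D and W. Without SR edgeR called 30 genes, and without ST 952.

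Among the genes named by rule, the difference D minus W in log2 change passed for 11. In the cell division genes it was -2.88 for MAP65-3 (CA.PGAv.1.6.scaffold1022.2), -3.05 for kinesin-4 (CA.PGAv.1.6.scaffold1034.10) and -2.87 for TANGLED (CA.PGAv.1.6.scaffold1034.25), and each was lower at 30 than at 10 DAA in 5 or 6 of 6 D accessions and higher in 4 of 4 W accessions. It was -0.80 for the EBS-like chromatin gene (CA.PGAv.1.6.scaffold1014.47), -2.34 for the B3 gene (CA.PGAv.1.6.scaffold1041.25), and -2.48 and -4.38 for genes of uncharacterized proteins (CA.PGAv.1.6.scaffold1001.2 and CA.PGAv.1.6.scaffold1006.13). Without SR the adjusted p from edgeR was 0.0522 to 0.0964 for these genes, apart from CA.PGAv.1.6.scaffold1001.2, which kept its call without any single accession. Without CO it was 0.0507 for the B3 gene. The difference was -0.93 for an F-box gene (SKIP11-like, CA.PGAv.1.6.scaffold1024.2), -0.66 for the DNA-binding protein gene WHY2 (CA.PGAv.1.6.scaffold1.57) and -0.61 for the gene of a spliceosome protein (U2 small nuclear ribonucleoprotein A', CA.PGAv.1.6.scaffold1008.34). They rose in 4 of 4 W accessions and fell in 3, 4 and 5 of 6 D accessions. The F-box gene lost its call without SY, SR, ZU or CO (adjusted p from edgeR 0.0726 to 0.189), WHY2 without SY, SR, JE, AS or CO (0.0566 to 0.155), and the spliceosome gene without any accession other than CM or ST (0.0539 to 0.15). The chloroplast glutamyl endopeptidase gene (CA.PGAv.1.6.scaffold100.80) had the opposite sign, 1.59, and an adjusted p of 0.0613 from edgeR without SY. Over the 18 alternatives of each gene, none of the 198 values changed sign and 54 did not pass, with adjusted p from 3.95e-06 to 0.772.

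By Dixon's test, an accession lay far from the rest of its group in 10 of 48 groups, where chance gives about 1 in 20. The values share genes and accessions, so these are not 10 independent cases. ST was apart from the other D accessions at 30 DAA in the mean SEP of all expressed genes (0.294) and of the D10W30 set (1.15), and in the held-out SEP at 10 minus 30 DAA (-0.438). ZU was apart at 20 DAA in the D10W30 set (0.793). In the CPM of MAP65-3, CW was apart at 0 DAA (8.32) and ZU at 20 DAA (14.2) and 50 DAA (3.70) within D, and SY at 10 DAA (12.3) and 40 DAA (16.3) and CO at 20 DAA (4.32) within W.

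In ST, the replicates of 10 and 20 DAA differed more than in its other pairs, whose lowest correlation across genes was 0.984. After an exchange of the replicate 1 labels of 10 and 20 DAA, the 10 DAA pair correlated at 0.88, less than as labelled (0.898), and the 20 DAA pair at 0.921, more than as labelled (0.897) but still below 0.984, which argues against exchanged labels, and all 4 libraries matched ST best over genes that are on or off by accession, which argues against fruit of another accession. At 2 of the 2 times, replicate 1 matched the profile of the other accessions at a later time than replicate 2, which is consistent with replicates of different developmental age. Without these replicate 1 libraries, 9 of 10 accessions had their highest held-out value at the time of their group, as with them, and D10W30 held 929 genes. The design gives no condition in which these replicates differ, so no biological explanation was tested.

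The mean time of highest expression per accession was earlier in D, by a difference of -3.39 days. Only genes with a mean CPM of at least 1 in every accession gave -3.935 days, which argues against genes near the detection limit. The 10 most abundant genes held at most 15.2% of the counts in any group and time, so a few genes did not take most of the counts. At 40 DAA their share was 15.2% in W and 9.24% in D, so a smaller effect of abundant genes on the scaling is not excluded. With TMM library sizes the difference was -0.842 days (exact permutation test, two-sided, p = 0.1), so the scaling by total counts could account for most of it. What stays open is which genes make the scaling matter, the rest of the difference, and an earlier development of D fruits. This last is the biological explanation that the design names, and it was not tested. Libraries were also matched to the times of the other accessions. In AS, CW and JE, 20 matched an earlier and 1 a later time than their own, while their 10 DAA libraries all matched 10 DAA. In CM, ST and ZU the counts were 1 and 7, and in W 1 and 6. Since AS, CW and JE mature late and the profiles matched against pool D and W accessions, these matches do not decide on an earlier development of D fruits.

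The coefficient of variation across accessions was larger in D by 0.115. Without the small-sample factor the difference was 0.1193, which argues against the factor as its source. Leaving out the late-maturing AS, CW and JE gave 0.0428, the smallest but 3 of the 20 ways to leave out 3 D accessions (rank 4), and the smallest, -0.0024, came without CM, ST and ZU. Leaving out any 3 D accessions lowered the value, so it also depends on how many accessions a group holds, which the factor does not remove. Different ripening times within D therefore cannot be told apart from other differences between D accessions or from the number of accessions. A wider genetic range among the D accessions sampled was not tested.

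The text of the paper used here does not mention the reciprocal F1 crosses of CM and QU. Over 844 genes that have the D10W30 pattern in the other 8 accessions, the mean SEP of CQ was 0.912 at 10 DAA, between CM (1.54) and QU (0.124), and 0.979 at 30 DAA, close to QU (0.983) and above CM (0.101). The mean SEP of QC was 0.403 at 10 DAA, from 1 library, and 1.27 at 30 DAA. With 1 or 2 libraries per time and 1 cross in each direction, these values were not tested.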

How the results depend on the processing

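The filter on both replicates (apart from the number of expressed genes), the removal of replicate 1 of ST at 10 and 20 DAA, the other thresholds of the distance test, the alternatives of the held-out D10W30 test, and leaving out single accessions or, in the distance test, replicates for the normal-maturing against the late-maturing D accessions were chosen only after the results were seen.

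Of 718 alternatives to 49 results, 514 kept the direction and the side of the threshold or a count within 1.5 times. The greater distance between than within D and W passed its test under all 9 alternatives run (exact permutation test, p = 0.019 to 0.0381), and so did the held-out D10W30 test (p = 0.00952 to 0.0286, with 7 to 9 accessions). None of these 9 alternatives left out an accession, so how far the 2 results depend on single accessions was not examined. The held-out test permuted finished scores, whose genes were chosen with the real D and W labels. Of the alternatives of the named late changes, 24 of 40 kept the call, and none changed sign. For all changes listed here the cause was not tested, and although leaving out accessions or libraries leaves fewer samples, some of those counts rose. At the depths and numbers of libraries used, single genes are limited: simulated 2-fold changes were found for 24 of 100 genes in the change from 10 to 30 DAA and for 0 of 100 in AS at 80 against 70 DAA, and depth was not varied apart from the number of samples.

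The replicate numbers do not pair the late libraries (correlations of -0.075 to 0.099 across genes). With the replicate number as a block, edgeR called 0 genes in CW, 1 in JE, 0 in AS from 60 to 70 DAA, 197 in AS from 70 to 80 DAA and 198 in total. DESeq2 called 354, 515, 14, 1127 and 1664, and edgeR's exact test 116, 458, 2, 804 and 1142. With library sizes without TMM factors edgeR called 2 in CW and 0 in JE, with filterByExpr 0 in JE, and with only the libraries of the times compared 0 in CW, 18 in JE, 38 in AS from 70 to 80 DAA and 55 in total. Leaving out 1 library gave 0 to 30 genes in CW (30 without replicate 1 of 60 DAA, 0 without either of 70 DAA), 0 to 338 in JE (338 without replicate 1 of 60 DAA, 0 without any other) and 9 to 1248 in AS from 70 to 80 DAA (466 and 58 without replicate 1 and 2 of 70 DAA, 1248 and 9 without those of 80 DAA). The total was 1248 without late replicate 1 and 9 without late replicate 2. Where edgeR called 0 genes in these comparisons, 272 to 2738 genes had an unadjusted p under 0.05.

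DESeq2 called 1562 genes for normal-maturing against late-maturing accessions, 6158 profiles and 835 shifts for D against W, and the 140 libraries taken singly gave 10,462 profiles and 1628 shifts. Without AS, CW and JE, 707 profiles and 0 shifts (1721 at an unadjusted p under 0.05) were called by edgeR. Leaving out a replicate or an accession gave 2 to 366 genes for normal-maturing against late-maturing accessions (366 and 2 without replicate 1 and 2, and 6, 10, 47 and 65 without AS, CM, ST and JE). For D against W it gave 1397 to 5284 profiles (2152 and 1559 without replicate 1 and 2, 1397, 1720 and 2189 without SR, SY and CO, 2506, 2617 and 2634 without CW, JE and AS) and 1 to 952 shifts (168 and 1 without replicate 1 and 2, 30, 111, 125 and 229 without SR, CO, SY and QU, 159, 211 and 254 without JE, CW and AS, 952 without ST).

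The distance test called 458 genes for D against W with a common mean for neighbouring times that do not differ, 441 with the filter on both replicates as well, 1579 at an FDR of 0.01, 565 at an individual p under 2e-06, 1118 without AS, CW and JE, and 1629 to 2886 without a replicate or accession (1662 without replicate 1, 1629 without CW). For normal-maturing against late-maturing accessions it called 28 with TMM library sizes and 5 to 54 without a replicate (5 without replicate 2). The D10W30 set held 257 genes with the common mean, 255 with the filter as well, and 334 with 4 of 6 D and 3 of 4 W accessions.

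The differences D minus W in mean SEP, none of which passed, changed sign at 0 DAA (TMM -0.0235, common mean -0.0226, with the filter -0.0269), at 20 DAA (0.0281 without AS, CW and JE), at 30 DAA (TMM -0.0071, common mean -0.0119, with the filter -0.0125, mean CPM of at least 1 -0.00706), at 50 DAA (-0.0413 without AS, CW and JE) and at 60 DAA (TMM 0.0050, common mean 0.0538, with the filter 0.0547). Leaving out a replicate or accession gave -0.0195 to 0.0945 at 10 DAA, -0.0819 to 0.0844 at 30 DAA, -0.0942 to 0.0539 at 40 DAA and -0.0125 to 0.0775 at 50 DAA. The earlier peak of D did not pass with TMM library sizes (-0.842 days per accession, p = 0.1, and -1.66 days by group mean, p = 0.0524), nor by group mean with the common mean (-0.153 days, p = 0.967, and -0.0771 days with the filter, p = 0.986) or without AS, CW and JE (-4.77 days, p = 0.0571, exact permutation tests, over alternatives from 0.00476 to 0.986). The larger coefficient of variation in D did not pass over the times within each accession (0.0078, p = 0.733) or without AS, CW and JE (0.0428, p = 0.343, exact permutation tests, over alternatives from 0.00476 to 0.733). The last clusters joined at 2.29 with average and 2.09 with single linkage.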

Differences from the paper's values

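The common mean together with the filter on both replicates, and the thresholds of an individual p under 2e-06 and of an FDR of 0.01 in the distance test of D against W were chosen only after the results were seen.

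The paper's count of genes with a late change in CW, JE or AS is 633, and here edgeR called 245 at the paper's FDR of 0.01. None of the alternatives set before the data were examined came within 1.5 times of the paper's count: replicate block 198, filterByExpr 234, library sizes without TMM factors 293, only the times compared 55, DESeq2 1664, edgeR's exact test 1142, without late replicate 1 1248 and without late replicate 2 9.

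For genes whose profiles differ between D and W, the paper's count is 463 and the distance test here called 2578 at an FDR of 0.05. The paper states 2 thresholds for this test, an FDR of 0.05 in its results and of 1% in its methods; an FDR of 0.01, run here only after seeing the values, called 1579 genes and dropped 1 of the 18 genes that the paper calls among the table rows used here. Of the alternatives set before the data were examined, only the common mean for neighbouring times that do not differ came within 1.5 times of the paper's count, with 458 genes, and it left uncalled 16 of those 18 genes. The others gave 1118 (without AS, CW and JE) to 2886 genes (without CM). An individual p under 2e-06, the value that the paper gives for its threshold, was set as a threshold here only after seeing the values; it called 565 genes and dropped 3 of those 18 genes. The common mean together with the filter on both replicates, also chosen after seeing the values, called 441 genes and dropped 16 of the 18. All 18 were called at an FDR of 0.05 without these changes. In the paper's table, the q-value is 21,695 to 22,340 times the p-value over the 23 genes with a q-value under 1, and the ratio falls at each of the 22 steps as p rises. That is close to the p-value times the number of genes. Here an individual p of 0.0022 in the distance test (CA.PGAv.1.6.scaffold1037.4) gave an adjusted p of 0.025. The counts of 463 and 2578 therefore stand at unlike thresholds.

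The paper's D10W30 set has 542 genes, and here 947 had that pattern. Of the alternatives set before the data were examined, TMM library sizes (677) and a mean CPM of at least 1 in every accession (799) came within 1.5 times of the paper's count. The others did not: 257 with the common mean, 334 with 4 of 6 D and 3 of 4 W accessions, and 859 to 1008 with log2 values or without a replicate, an accession or AS, CW and JE. All 17 genes that the paper's table marks D10W30 among the rows used here had the pattern here too.

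For the genes with different profiles, the paper's difference in mean peak time is -17.27 days, and here it was -15.66 days. Of the alternatives set before the data were examined, leaving out CM (-17.28), CW (-17.19), ZU (-15.85), AS (-16.46), JE (-17.22), CO (-15.84) or SY (-16.47) came within 1.48 days of the paper's value, the SD over the 6 D accessions here. The rest did not: TMM library sizes -6.455, log2 values -13.8, the common mean -8.079, a mean CPM of at least 1 -15.78, without replicate 1 -15.07, without replicate 2 -19.4, without ST -14.29, without QU -12.69, without SR -15.56 and without AS, CW and JE -15.16. With the SD over the 4 W accessions, 1.63 days, the value of -15.66 days lies within the SD as well, and so does that with a mean CPM of at least 1 with its own SD over the D accessions, 1.61 days. An FDR of 0.01, chosen after seeing the values, gave -17.7 days and dropped 1 of the 18 genes that the paper calls, and an individual p under 2e-06, also chosen after seeing the values, gave -19.59 days and dropped 3.

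The paper's number of expressed genes, 22,427, was reached here under an alternative set before the data were examined, with both replicates above 0 at 1 or more times in every accession, against 23,928 with a count above 0 in at least 2 libraries of every accession, whatever their times. The earlier peak of D by group mean, 5.06 days, falls beside the paper's 5 days.

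The paper states that expression diversity, as the coefficient of variation, is smaller in D, and the text used here does not define it, so the definitions can be unlike. Taken across accessions, it was here larger in D, 0.609 against 0.494 (difference 0.1145, exact permutation test, two-sided, p = 0.0048). Of the 20 ways to leave out 3 D accessions, only that without CM, ST and ZU gave a negative difference, -0.0024. All 20 gave a smaller difference than the 6 D accessions together, so its size also depends on how many accessions a group holds. Over the times within each accession the difference was 0.0078 (p = 0.733), and without AS, CW and JE 0.0428 (p = 0.343, both from the exact permutation test). The paper describes D and W as 2 separate clusters. Here the 4 W accessions formed a cluster, at a height of 2.02, but the 6 D accessions formed none with complete, average or single linkage in the settings run, and the last join with complete linkage, at 2.48, parts AS, CW and JE from the other accessions. The text used here does not name the paper's linkage, and its join at 2.85 was not reached. The paper states that the mean standardized expression differs between D and W, and that all differences observed are significant, while here, with accessions as replicates, no time passed (exact permutation test, two-sided, adjusted p = 0.567 to 0.876). It describes a rise in both groups from 0 to 10 DAA that is steeper in D. Here the mean SEP of all expressed genes changed by 0.017 in D, with a rise in 3 of 6 accessions, and by 0.112 in W.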

Other observations

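The comparison of mean levels, the splits for the distance test, for D10W30 and for the mean levels, and the match of each library to a time were chosen only after the results were seen.

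Apart from the timing, the level itself, as the mean CPM over the 7 times, separated D from W for many genes. In 1324 genes every D accession lay below every W accession and in 959 every D accession lay above, together 9.54% of the expressed genes, against 0.95% by chance for 6 and 4 accessions. With TMM library sizes the counts were 1323 and 937. Among described genes, the transcription factor gene AP2-like At1g16060 (CA.PGAv.1.6.scaffold1008.10) had 17.6 ± 6.98 CPM in D (mean ± SD, n = 6) and 128 ± 38.0 in W (n = 4), a 7.29-fold difference. The proline-rich protein 4 gene (CA.PGAv.1.6.scaffold104.8) was 5.47-fold lower in D (35.4 ± 29.0 against 194 ± 58.0 CPM), the response regulator gene ARR19 (CA.PGAv.1.6.scaffold1014.18) 3.93-fold and the ubiquitin ligase gene MIEL1 (CA.PGAv.1.6.scaffold1038.22) 3.75-fold. Higher in D were the homolog of the late blight resistance gene R1A-3 (CA.PGAv.1.6.scaffold1006.28, 6.13 ± 8.46 against 0.282 ± 0.098 CPM, 21.7-fold), the cytochrome P450 gene CYP749A22-like (CA.PGAv.1.6.scaffold1021.4, 7.65-fold), the F-box gene SKIP24 (CA.PGAv.1.6.scaffold1018.11, 2.10-fold), the MADS-box gene AGL12 (CA.PGAv.1.6.scaffold102.2, 1.98-fold) and the zinc finger gene IDD9-like (CA.PGAv.1.6.scaffold1001.24, 27.3 ± 5.32 against 14.3 ± 0.681 CPM, 1.91-fold). For the R1A-3 homolog, D accessions ran from 0.424 to 19.55 CPM and W accessions from 0.17 to 0.396 CPM. Its lowest D value thus lay close to the highest W value.

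Of the 3 heat shock genes listed, all rose from 10 to 30 DAA in D: the chaperone genes ClpD (CA.PGAv.1.6.scaffold1008.35; log2 change 0.58, adjusted p from edgeR 0.018) and HSP70 (CA.PGAv.1.6.scaffold1008.2; 4.32, adjusted p 0.00021) and that of the 16.9 kDa heat shock protein (CA.PGAv.1.6.scaffold1010.8; 3.79, adjusted p 0.0037). Their differences D minus W, 0.88, 2.42 and 2.65, did not pass (adjusted p from edgeR 0.12, 0.34 and 0.40). For a gibberellin 2-beta-dioxygenase 1-like gene (CA.PGAv.1.6.scaffold1003.3), of an enzyme that inactivates gibberellins, the difference in the change from 10 to 30 DAA was -1.97 (adjusted p from edgeR 0.098), and the whole profile differed (adjusted p 0.0089).

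In the F1 crosses, the median depth was 17,848,310 counts in the 14 libraries of CQ and 17,480,282 in the 13 of QC. The mean distance between profiles was 1.682 from CQ to CM, 2.055 from CQ to QU, 1.661 from CQ to CO, 1.874 from QC to CM, 1.909 from QC to QU, 1.835 from QC to CO and 1.612 between CQ and QC. MAP65-3 (CA.PGAv.1.6.scaffold1022.2) was highest at 10 DAA in CQ (14.1 CPM, with 13.0 at 30 DAA) and at 30 DAA in QC (13.5 CPM).

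Matched to the mean profile of the other accessions, 20 of the 42 libraries of AS, CW and JE fitted best to an earlier time than their own (9 in AS, 6 in JE and 5 in CW), 21 to their own and 1 to a later one. In CM, ST and ZU the counts were 1 earlier, 34 equal and 7 later, and in W 1 earlier, 49 equal and 6 later.

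Other groupings of the accessions, with the group sizes kept, were set against D and W. In the test of profiles, 2 of 52 splits called at least as many genes as the real one (4995 with the faster estimate of the dispersion; highest other 5806), in the distance test 2 of 100 (2578; 3233), and for D10W30 5 of 210 (947; 1295, with SY in place of ST). These shares are under 0.05, so few groupings of these accessions give as many genes. In each, at least 1 other split calls more genes than D against W, so this test does not exclude chance. For the mean levels only the real split, 1 of 210, reached its count (1324 genes lower and 959 higher in D, highest other 1976 in total), a share under 0.05 as well. The split with 5806, 3233 and 1976 genes sets CM and ST with the 4 W accessions, so a structure of the samples other than D and W reaches or nears these counts. For the normal-maturing against the late-maturing D accessions, 10 splits are too few for a share under 0.05 (edgeR profiles 203 genes, highest other 1; distance test 47, highest other 17).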
